# Renal functional, transcriptome, and methylome adaptations in pregnant Sprague Dawley and Brown Norway rats

**DOI:** 10.1371/journal.pone.0269792

**Published:** 2022-06-16

**Authors:** Zhong Chen, Charles Wang, Arlin Blood, Shannon Bragg, Eugenia Mata-Greenwood

## Abstract

Pregnancy induces maternal renal adaptations that include increased glomerular filtration rate and renal blood flow which can be compromised in obstetrical complications such as preeclampsia. Brown Norway (BN) rat pregnancies are characterized by placental insufficiency, maternal hypertension, and proteinuria. We hypothesized that BN pregnancies would show renal functional, anatomical, or molecular features of preeclampsia. We used the Sprague-Dawley (CD) rat as a model of normal pregnancy. Pregnancy increased the glomerular filtration rate by 50% in CD rats and 12.2% in BN rats compared to non-pregnancy, and induced proteinuria only in BN rats. BN pregnancies showed a decrease in maternal plasma calcitriol levels, which correlated with renal downregulation of 1-alpha hydroxylase and upregulation of 24-hydroxylase. RNA sequencing revealed that pregnancy induced 297 differentially expressed genes (DEGs) in CD rats and 174 DEGs in BN rats, indicating a 70% increased response to pregnancy in CD compared to BN rats. Pregnancy induced activation of innate immune pathways such as ‘Role of Pattern Recognition Receptors’, and ‘Interferon signaling’ with interferon regulatory factor 7 as a common upregulated upstream factor in both rat strains. Comparison of rat strain transcriptomic profiles revealed 475 DEGs at non-pregnancy and 569 DEGs at pregnancy with 205 DEGs shared at non-pregnancy (36%), indicating that pregnancy interacted with rat strain in regulating 64% of the DEGs. Pathway analysis revealed that pregnancy induced a switch in renal transcriptomics in BN rats from ‘inhibition of renal damage’ to ‘acute phase reaction’, ‘recruitment of immune cells’ and ‘inhibition of 1,25-(OH)_2_-vitamin D synthesis’. Key upstream regulators included peroxisome-proliferator-activated receptor alpha (PPARA), platelet-derived growth factor B dimer (PDGF-BB), and NF-kB p65 (RELA). DNA methylome profiling by reduced representation bisulfite sequencing studies revealed that the DEGs did not correlate with changes in promoter methylation. In sum, BN rat kidneys respond to pregnancy-specific signals with an increase in pro-inflammatory gene networks and alteration of metabolic pathways including vitamin D deficiency in association with mild proteinuria and blunted GFR increase. However, the lack of glomerular endotheliosis and mild hypertension/proteinuria in pregnant BN rats limits the relevance of this rat strain for preeclampsia research.

## Introduction

Preeclampsia is a leading cause of pregnancy related morbidity and mortality and affects between 3–7% of pregnancies in the United States [1, 2]. Preeclampsia is a complex disease of unknown etiology consisting of de novo hypertension after week 20 of pregnancy that is often accompanied by proteinuria [1, 2]. Although the etiology of this disease remains unknown, it is widely accepted that placental insufficiency in correlation with, or potentially due to, decreased remodeling of maternal uterine arteries is a pivotal event that precedes the onset of this disease [3]. Women with renal insufficiency have an increased risk of developing preeclampsia [4–6], which indicates an important contribution of this organ in the development of this disease. Glomerular endotheliosis with loss of fenestrations is a characteristic of preeclampsia-related temporary renal damage. [5, 6]. Nevertheless, the molecular mechanisms responsible for the renal adaptations observed in normal and preeclampsia pregnancies remain poorly understood, although some key molecules such as nephrin, complement factors, and vascular endothelial growth factor (VEGF) have been shown to be altered in preeclampsia kidneys [7–9]. In addition, dysregulation of vitamin D metabolism, specifically decreased circulatory levels of vitamin D metabolites, is yet another key characteristic of preeclampsia [10, 11]. Vitamin D deficiency/insufficiency in preeclampsia is likely due to both exogenous (nutritional/lifestyle) and metabolic/endogenous factors [12, 13]. Because of the multiple systems involved in this disease (placental-maternal vascular system, endocrine, immune, renal and hepatic systems), the use of rat models of pregnancy health and disease can be useful to uncover key physiological and molecular pathways specific to pregnancy.

We have previously shown that Brown Norway rat pregnancies are characterized by shallow trophoblast remodeling of uterine arteries and placental insufficiency [14]. These early-onset events are followed by moderate hypertension and proteinuria [15], all of which resolve after delivery. Of interest, Brown Norway rats show a pregnancy specific vitamin D deficiency in plasma levels of 1,25-(OH)_2_-D with normal levels of 25-OH-D [16]. In contrast, other rat strains such as Sprague-Dawley and Lewis demonstrate a pregnancy-induced 2-fold increase of circulating 1,25-(OH)_2_-D and a 40% decrease in 25-OH-D levels with pregnancy [16]. This is of interest as preeclampsia that is associated with FGR shows a significant decrease in maternal plasma levels of 1,25-(OH)_2_-D with lesser decreases in 25-OH-D [13, 17]. The kidney is a key organ in regulating the circulating levels of 1,25-(OH)_2_-D in all mammals [18]. Therefore, we hypothesized that Brown Norway rat pregnancies would show renal functional (decreased glomerular filtration rate, proteinuria), anatomical (glomerular endotheliosis), and/or molecular features (i.e. increased complement factors) of preeclampsia.

## Materials and methods

### Animals

Two-month old Brown Norway (BN) and Sprague Dawley (CD) male and female rats were obtained from Charles River Laboratories (Cambridge, MA) and housed at the Animal Research Facility of Loma Linda University under conditions of 14h light, 10h darkness, room temperature of 20°C, and relative humidity of 30–60%. Rats were fed standard rat chow and tap water *ad libitum*. Experimental protocols were in compliance with the Animal Welfare Act and were approved by the Institutional Animal Care and Use Committee of Loma Linda University.

To study renal adaptations to pregnancy in BN and CD rats, pregnant (day 18, P18) and age-matched non-pregnant (NP) rats were studied. Female rats were housed in single cages. Rats were bred by overnight monogamous pairing of a female with a strain-matched male. Two sets of rat cohorts, each composed of 20 female rats (5 CD-NP, 5 CD-P18, 5 BN-NP, and 5 BN-P18), were used: 1) set A for renal transcriptomic and epigenomics, renal morphology, proteinuria, and plasma vitamin D metabolite assays, and 2) set B for glomerular filtration rate and cardiovascular parameter assays (S1 Fig). To collect heparinized plasma and fresh tissues, the rats were anesthetized with 2% isoflurane and blood was withdrawn directly from the beating heart using lithium heparin tubes followed by heart/lung block removal. Fresh kidneys were quickly removed, cleaned, and stored in 3% glutaraldehyde in 0.1M cacodylate buffer for electron microscopy analysis or snap-frozen in liquid nitrogen for transcriptomic and epigenomic studies. Plasma, urine, and snap-frozen tissues (maternal kidneys and placentas) were stored at -70°C until further analysis. Rat pregnancy parameters such as litter size, fetal weight (average/litter) and placental weight (average/litter) were also obtained.

### Renal functional assays

GFR was measured in urethane-anesthetized rat using FITC inulin, as previously described [19]. Previous to this assay, mean blood pressure and heart rates were determined through a femoral artery catheter transducer, as previously described [15]. Afterwards, inulin-FITC (5 mg/mL) containing 40 mg/mL BSA in saline was infused at a rate of 1 mL/hr per 100 g of body weight. Urine was collected via a heat-flared cannula inserted in the bladder. After obtaining a stable urine flow rate (~20 μL/min), a 20 min urine aliquot was collected followed by a 0.5 mL blood sample. A second 20 min urine aliquot was then collected, followed by rat euthanization via thoracotomy. Both kidneys were removed, dried, and weighed. Inulin-FITC was measured in both plasma and urine aliquots using a Tekon Fluorometer, as previously described. Urine Flow Rate (UVR; mL/min): [volume of urine collected] ÷ [time of collection] and Glomerular Filtration Rate (GFR; mL/min): [Urine inulin concentration x UVR ÷ [Plasma inulin concentration]) were calculated for each rat before calculating group averages.

To determine maternal proteinuria, rats were placed in metabolic cages and 2 mL of urine was collected under fasting conditions. Urine collections were performed the day before necropsy and tissue collection. Urinary excretion of protein was determined using the Quantichrom™ protein-to-creatinine ratio kit (Bioassay Systems, Hayward, CA), according to the manufacturer’s protocols. Urinary Protein-to-Creatinine ratio is reported as mg of protein per g of creatinine. Mild proteinuria is designated as 50–300 mg/g and severe proteinuria is >300 g/g.

Renal homeostasis correlates with the regulation of plasma 1,25-(OH)_2_-D levels; although during pregnancy the placenta also contributes to the biosynthesis of this vitamin D metabolite [16–18]. Both total 25-OH-D and 1,25-(OH)_2_-D were analyzed by commercially available ELISAs (Immunodiagnostic systems, UK) according to the manufacturer’s protocol. We have previously validated these kits using LC/MS [16]. Normal ranges are designated as 50–200 nM for 25-OH-D and 50–175 pM for 1,25-(OH)_2_-D.

### Electron microscopy of glomeruli

Maternal kidneys (BN-NP, BN-P18, CD-NP, CD-P18, 3/group) were processed and analyzed by the Center for Microscopy Services of the University of California, Riverside. At least 6 glomeruli endothelial cells from each kidney (n = 12, 3/group) were photographed and studied for structural features of endotheliosis with advice from the LLU pathology department.

### Renal transcriptome analysis

To study the renal mRNA changes due to pregnancy, we performed RNA-sequencing in kidney cross-sections containing 2/3 cortex and 1/3 medulla from age-matched CD and BN rat strains at either pregnancy day 18 or non-pregnancy. A 40 mg representative renal was used to isolate total RNA from each rat. All RNA samples were tested for purity and integrity, and all samples had a RIN higher than 8.

#### RNA-Seq library construction

The Ovation^®^ Rat RNA-Seq System 1–16 (NuGEN Technologies, San Carlos, CA) was used per manufacturer’s instructions to construct RNA-seq libraries. 100 ng of total RNA was used as input. First and second strands of cDNA were synthesized from total RNA (100 ng) spiked with 1 μl of 1:500 diluted ERCC ExFold RNA Spike-In Mix 2 (Life Technologies, Carlsbad, CA) at a final concentration of 1%. Following primer annealing and cDNA synthesis, end-repair, adaptor index ligation, and strand selection was conducted. Barcodes with unique indices was used per sample for multiplexing. Ribosomal RNA depletion was performed by using custom InDA-C primer mixture SS5 V8 for rat. Finally, libraries were amplified for 13 cycles (Mastercycler^®^ pro, Eppendorf, Hamburg, Germany), and purified with Agencourt XP beads (Beckman Coulter, Indianapolis, IN).

#### Library quantification, quality control (QC) and sequencing

The final amplified libraries were purified using Agencourt XP beads and quantified using the Qubit dsDNA HS Kit on Qubit 3.0 Fluorometer (Life Technologies, Carlsbad, CA). Quality and peak size was determined with the D1000 ScreenTape on Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA). Final libraries were diluted to 4 nM and libraries of different indices were pooled for sequencing together in equimolar amounts. Each pooled library at a final concentration of about 2.1 pM was clustered using Illumina’s NextSeq 550 FlowCell and sequenced using NextSeq 550 high output kit (Illumina, Inc., San Diego, CA). Single reads with 75bp (RRBS) and 100bp (RNA-seq) were generated.

#### RNA-seq data analysis

For RNA-seq data, we adopted the pipelines used in our recent publications for mRNA-seq data visualization, which integrated FastQC and Cutadapt processes [20], alignment (STAR) [21], reads quantification (HTSeq-count) [22], and differentially expressed gene (DEG) analysis for mRNA-seq data analyses with edgeR package [23]. Briefly, the RNA-seq raw fastq data were first trimmed using Trimmomatic. The trimmed reads were aligned to the rat reference genome (NCBI Rnor6.0) with STAR [21] with default parameter settings. The aligned bam files were then processed using HTSeq-Count for gene quantification. Genes with CPM ≥ 1 in all samples were used for DEG analysis. The differentially expressed genes (DEGs) were identified with FDR < 0.1, and fold change (FC) > 1.25.

#### Validation of RNA-sequencing data by quantitative real-time PCR

Transcriptomics data was validated in a larger set of subjects (n = 5/group, 20 total). SYBR-green exon-spanning primers (S1 Table) were designed and confirmed by standardized efficiency testing and PCR product sequencing. Total RNA was isolated from kidney sections with TRIzol reagent (Life Technologies) and subjected to reverse transcription using the Quantitect RT (Qiagen, Ca). The relative mRNA abundance of selected genes was determined by real time PCR using the QuantiTect SYBR green supermix (Qiagen, Ca) on the CFX Connect™ system (Bio-Rad) as previously described [17]. β-actin (*Actb*) was used an internal control; and negative controls (no template) were used in every run. The relative expression of each gene of interest was calculated by 2^-ΔΔCt^ method and expressed as fold of the Sprague-Dawley non-pregnant average used as control.

### Renal methylome analysis

#### DNA methylation and Reduced Representation Bisulfite Sequencing (RRBS) library construction

We processed 100 ng of isolated gDNA to generate RRBS DNA library using the Ovation^®^ RRBS Methyl-Seq System (NuGEN Technologies, San Carlos, CA) according to the manufacturer’s protocol. Briefly, the methylation insensitive MspI enzyme, which cuts the DNA at CCGG sites, was used to digest gDNA into fragments. The fragments were directly subjected to end blunting and phosphorylation in preparation for ligation to a methylated adapter with a single-base T overhang. A unique index was used per sample for multiplexing. The ligation products were final repaired in a thermal cycler under the program (60°C– 10 min, 70°C– 10 min, hold at 4°C). The product of the final repair reaction was used for bisulfite conversion using kit QIAGEN EpiTect Fast DNA Bisulfite Kit according to Qiagen’s protocol. Bisulfite-converted DNA was then amplified (Mastercycler^®^ pro, Eppendorf, Hamburg, Germany) and bead-purified with Agencourt XP Beads.

#### RRBS data analysis

For the RRBS data, we used a pipeline that integrates the read quality and adapter trimming process [20], NuGEN diversity trimming and N6 de-duplicate scripts, alignment (Bismark) [24], and differential methylation analysis using MethylKit [25]. This pipeline facilitates a rapid transition from sequencing reads to a fully annotated CpG methylation report for biological interpretation. Briefly, the RRBS raw fastq data were first trimmed using Trim Galore 0.4.5. The rat genome NCBI Rnor6.0 was used as a reference genome. Reads were aligned to the rat reference genome with Bismark v0.16.334 by default parameter settings. The methylation call files including the location of each CpG sites and the methylation percentage were generated by the bismark_methylation_extractor function. The aligned SAM files were further processed through MethylKit to generate differential CpG methylation profiling. CpG sites with a minimum coverage of 10 reads in all samples were used for follow-up analysis.

#### Validation of RRBS-methylomic data

We used a methyl-DNA immunoprecipitation (MeDIP) kit (Abcam) to validate differentially methylated regions (DMRs). After integration of DEGs and DMRs, 2 genes, metallothionein 1 (*Mt1*) and an organic cation transporter *Slc22a13* were selected to study the DMRs via MeDIP. SYBR-green primers were designed for each DMR to have an efficiency near 100% (S1 Table). MeDIP was performed according to the manufacturer’s protocol. Briefly, genomic DNA was isolated from each rat kidney (n = 5 per group) and sheared for 20 seconds 3x at 25% amplitude to generate DNA fragments of 200–600 bp. Then, 1 ug sheared gDNA was immunoprecipitated with a methylcytosine specific antibody overnight, and the immunoprecipitated was captured by beads, washed, and released from beads by proteinase K digestion. Both MeDIP and an aliquot of sheared gDNA (input DNA) were purified and used for real time PCR. Methylation was expressed as % methylated/input DNA difference and compared to non-pregnant Sprague-Dawley used as the control.

### Pathway/network analysis

We analyzed the annotated gene datasets obtained with stringer cutoffs of FC>1.5 and FDR <0.05 using the Ingenuity Pathway Analysis Program (Ingenuity Systems, Redwood City, CA), as previously described [26]. The pathways identified were ranked based on the ratio of the number of molecules in a given pathway that are altered in the present dataset vs. the total known molecules that constitute the pathways. The ratio was used to measure the number of genes overlap and p-value to measure the confidence of association. Z-score was also obtained to examine the activation or inhibition status of a particular pathway in the present dataset. For the calculation of Z-score, gene expression from Ingenuity knowledge base was compared with gene expression changes observed in the present dataset. For example, if the activation of a particular pathway was associated with upregulation of a gene in a particular canonical pathway in the knowledge base and the present dataset it was assigned a score of 1. However, if the activation of a particular pathway was associated with a change in gene expression which is opposite of the observed change in the present dataset it was assigned a score of -1. Finally, all the genes which belonged to a particular pathway were examined and a total score was assigned.

Upstream regulator analysis was conducted using IPA software, in order to identify the signal transduction regulators that can mimic the observed gene expression changes in the present dataset. The direction of change in the gene expression observed in the experimental samples (relative to a control) was compared for changes in gene expression observed by application of a particular upstream regulator as published in the literature. Each potential upstream regulator was analyzed by using two statistical measures: an overlap p-value and an activation z-score. The overlap p-value was based on significant overlap between dataset genes and known targets regulated by an upstream regulator. The activation z-score was used to infer activation states of upstream regulators based on comparison with a model that assigns random regulatory directions.

#### Validation of upstream regulators

Maternal renal subcellular protein fractions for cytosol and nucleus were obtained using a subcellular protein fractionation kit for tissues (Pierce Thermo Fisher Scientific). Protein lysates were then analyzed by Western immune blotting, as previously described [17]. Briefly, the protein samples (50 *μ*g total extract, 30 *μ*g cytosolic extract or 15 *μ*g nuclear extract) were heat denatured in Laemmli buffer, separated on sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE), and transferred to polyvinylidene fluoride membranes. Membranes were blocked in 5% non-fat dried milk in 0.05% Tris-buffered saline (TBST) for 1 h, and then probed in primary antibody overnight at 4°C. The primary antibodies, dilution factors, and vendor information is shown in S2 Table. After three 10 min washes with TBST, the membranes were incubated with corresponding secondary antibodies that were diluted at 1:1000. Bound antibodies were visualized using the SuperSignal West-Femto or Pico substrate (Pierce ThermoFisher, Pittsburg, PA). Digital images were captured using the Alpha Innotech ChemiImager Imaging System with a high-resolution charge-coupled device camera and quantified using the Alpha Innotech ChemiImager 4400 software (Cell Biosciences, Santa Clara, CA). Relative total protein expression was calculated with respect to β-Actin (ACTB), cytosolic protein expression with respect to heat shock protein 90 (HSP90), and nuclear protein expression with respect to TATA-binding protein (TBP). To compare band densitometries of the same protein between different gels, a standard sample was used in every gel. Results are expressed as folds of CD-NP.

### Statistical analysis

Non-omics data was presented as means ± SE. To determine the significance of rat strain, pregnancy, or rat strain x pregnancy interaction, we used two-way ANOVA, after confirming equal variances via Levene analysis. Differences between rat groups were confirmed using one-way ANOVA of a composite independent variable that combines both rat strain and pregnancy stage and LSD post hoc analysis for parametric data. Mann-Whitney analysis was used for non-parametric data. All statistical analyses were performed using SPSS 26.0 (IBM, Armonk, NY). Statistical significance was determined as *p*<0.05.

## Results

### Renal and cardiovascular adaptation to pregnancy

To study pregnancy-specific renal adaptation we used CD rats that represent healthy pregnancy, and BN rats that model pregnancy complicated by placental insufficiency, fetal growth restriction, and preeclampsia-like symptoms. We found that pregnant BN dams show twice the total protein-to-creatinine ratio compared to age-matched non-pregnant BN rats, while CD rats did not show a significant change in the total proteinuria levels compared to non-pregnancy (Fig 1A). Furthermore, we found that pregnancy induced a 50.3% increase in GFR in CD rats while only increasing GFR by 12.2% in BN rats (Fig 1B, p<0.05). Pregnancy induced striking changes to the plasma levels of vitamin D metabolites. In BN rats, pregnancy induced a 9.9-fold decrease in 1,25-(OH)_2_-D plasma levels compared to non-pregnancy with no major changes in 25-OH-D levels (Fig 1C and 1D). In contrast, in CD rats, pregnancy induced a 2-fold decrease in the plasma levels of 25-OH-D and a 2.5-fold increase in the levels of 1,25-(OH)_2_-D compared to non-pregnancy (Fig 1C and 1D). Electron microscopy studies showed similar glomerular endothelial structures between non-pregnant and pregnant CD rats (Fig 1E and 1F). Pregnant BN rat glomeruli endothelial cells show thicker basement membranes and decrease in fenestrations compared to pregnant CD rats and non-pregnant BN rats (Fig 1H vs 1G or 1F). However, glomerular endotheliosis was not observed in any sample.

**Fig 1:**
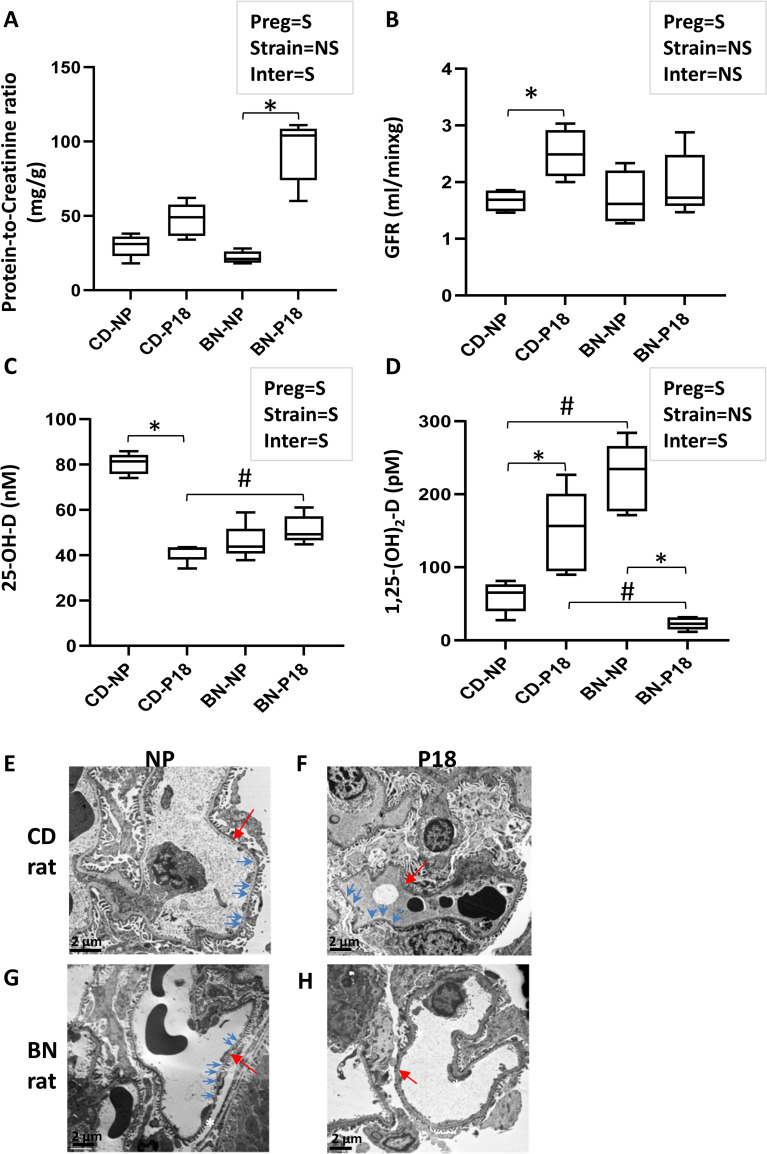
Renal functional and morphometric differences between BN and CD rats: A) Protein-to-Creatinine ratio (mg/g) shows increased proteinuria in pregnant BN rats. B) glomerular filtration rate (GFR; ml/min x g) is increased in pregnant CD rats only. Maternal plasma levels of C) 25-OH-D, and D) 1,25-(OH)_2_-D as determined by ELISA. Bars represent the mean ± SE (n = 5/group). Text boxes show the 2-way ANOVA results for the effect of pregnancy (preg), rat strain (strain) or preg x strain interaction (inter) (S = significant, NS = non-significant). Composite 1-way ANOVA was performed to identify differences among the four groups: *p<0.05 P18 vs NP. ^#^p<0.05 CD vs BN. E-H) Representative electron microscopy photos of glomeruli endothelial cells showed a normal thin basement membrane (red arrow) and multiple fenestrations (blue arrows) in non-pregnant and pregnant CD rats (E, F), and non-pregnant BN(G). Fewer fenestrations and basement membrane thickening of glomerular endothelial cells were observed in pregnant BN renal samples, but without endotheliosis (H).

In addition, BN rat pregnancies showed smaller fetal and placental weights, and smaller litter sizes than CD rat pregnancies (S2A and S2B Fig). The fetal resorption rate was 2±2% for CD rat litters and 23±6.2% (p<0.05). Furthermore, pregnant BN rats showed significant increases in maternal heart rate and maternal blood pressure compared to non-pregnant BN rats (S2C and S2D Fig). In contrast, pregnant CD rats showed a 10 mm Hg decrease in maternal blood pressure blood pressure and no change in heart rate compared to non-pregnancy (S2C and S2D Fig). Of interest, two-way ANOVA analysis determined that pregnancy but not rat strain had a significant effect on renal parameters such as proteinuria and GFR (Fig 1), while rat strain but not pregnancy had a significant effect on cardiovascular parameters such as HR and MAP (S2 Fig). Importantly, the interaction of pregnancy with rat strain was significant for both maternal renal and cardiovascular parameters.

### Pregnancy and rat strain effects on renal transcriptome and DNA methylome

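Kidney cross-sections holding cortex and medulla were taken from 3 outbred Sprague Dawley (CD) rats and 3 inbred Brown Norway (BN) rats in each of the non-pregnant (NP) and pregnant day 18 (P18) groups, and the RNA of the 12 rats was sequenced. The authors trimmed the reads, aligned them with STAR to Rnor6.0, a genome assembly of the BN strain, and counted the reads on each gene with HTSeq-count. They deposited these counts without normalization, with 1 column per rat and genes listed by Ensembl identifier. Between 8274159 and 11879451 reads per rat were counted on genes. The median was 9699724 in CD-NP (9067318 to 10296116), 9689219 in CD-P18 (8867274 to 11879451), 9381741 in BN-NP (8274159 to 9628052) and 9592687 in BN-P18 (9125253 to 10747248). The paper's alignment table gives a mean of 25115543 input reads per sample, and the values here use the reads counted on genes. Of all entries tallied in the count table, 72.5 to 75.6% per rat were assigned to no gene, mostly because a read aligned to several places or outside annotated genes. Genes of families with near-identical copies therefore keep only part of their reads. The entries, at least 30947314 per rat, outnumbered the input reads, at most 29717315, so these percentages are not shares of reads. Of the 32883 genes listed, 22041 had a count in any rat and 14212 passed edgeR's filterByExpr over the 4 groups. Libraries were scaled by TMM, and all 12 entered 1 quasi-likelihood fit, so that the 4 groups shared an estimate of the spread between rats. Differentially expressed genes (DEGs) had a Benjamini-Hochberg adjusted p under 0.1 and a fold change over 1.25, the thresholds of the paper's methods. Levels are given in CPM after this scaling, as mean ± SD of 3 rats. The thresholds and the filter on low counts were the choices that could change the numbers of DEGs most.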

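Reduced representation bisulfite sequencing (RRBS) reads CpG-rich fragments after a bisulfite treatment that turns an unmethylated C, but not a methylated C, into T. It was applied to kidney DNA of the same groups, with 3 rats in each. The authors trimmed and de-duplicated the reads, aligned them to Rnor6.0 with Bismark, and deposited for each rat a list of CpGs with their coverage in reads and the percent of these reads that were methylated, with the DNA strands kept apart. The lowest coverage in these lists was 5 reads. Summed over CpGs, the coverage ranged from 21669162 to 44738436 reads per rat, with a median of 26450483 in CD-NP, 41986586 in CD-P18, 39962242 in BN-NP and 30484014 in BN-P18. The paper's alignment table gives a mean of 19539497 sequences per sample, of which each can cover several CpGs. Methylated and unmethylated reads were recovered from the coverage and the percent. The 404069 CpGs with at least 10 reads in all 12 rats were tested, out of 2227168 with 10 reads in any rat, and their median coverage lay between 16 and 31 reads per rat. Each CpG was fitted with a logistic model over the reads of the 6 rats compared, whose dispersion was moderated across CpGs with limma and never fell under 1. Differentially methylated CpGs (DMCs) had an adjusted p under 0.05 and a difference over 10 percentage points between the pooled reads of the groups. A T that a rat carries in its own genome at the C of a CpG is read as an unmethylated C by this assay. The coverage minimum and the model of the spread between rats were the choices that could change the numbers most.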

To uncover potential key molecules involved in the renal adaptations induced by pregnancy in two rat strains with different reproductive phenotypes, we constructed 12 RNA-seq libraries, and 12 RRBS methylation libraries from 12 rats (n = 3 for each group: BN NP, BN P18, CD NP and CD P18). DNA and RNA were extracted from a representative kidney section. High quality reads were obtained from both RNA-seq and RRBS sequencing (S3 Fig). In sum, ~326 million 100-bp single-end RNA-Seq reads and 234 million 75 bp RRBS reads were generated, corresponding to 25 million sequence reads per RNA-Seq sample and 19.6 million sequence reads per RRBS sample (S3 Fig). On average, 82.7% of the RNA-seq reads and 70.1% of RRBS reads were aligned uniquely to the rat genome (S4 Fig and S3 Table). 

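At 1 CPM or more, a mean of 13709.9 genes were detected per rat, from 13597 to 13821 in single rats. Between 17646 and 18116 genes per rat had at least 1 read. In the methylome data, 1090766 to 1770580 CpGs per rat had at least 10 reads, with a mean of 1509101 over the 12 rats. The group medians were 1300594 in CD-NP, 1691831 in CD-P18, 1707307 in BN-NP and 1326385 in BN-P18, so that CD-NP and BN-P18 had fewer covered CpGs than the other groups.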

Annotation of aligned reads revealed an average of 15,000 transcripts in transcriptome data and 1.14 million CpG sites covered by at least 10 reads in methylome data.

After normalization of sequencing depth, sample correlation was calculated using “Euclidean” method from all differentially expression genes (DEGs) and differentially methylated CpGs (DMCs), using FPKM (Fragments Per Kilobase of transcript per Million mapped reads) and methylation beta values, respectively. 

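Euclidean distances were computed over the log2 CPM of all 14212 tested genes, with each gene scaled to unit variance. The mean distance was 48.8 between rats of the same group (42.6 to 58.6 over 12 pairs) and 68.5 between BN and CD rats (61.97 to 75.6 over 36 pairs). The ranges did not overlap, so every rat lay closer to the rats of its own group than to any rat of the other strain. Between NP and P18 rats of the same strain, the mean distance was 50.6 in BN and 58.2 in CD. Over the methylation percentages of all 404069 CpGs, the mean distance was 5732 within groups (5047 to 6678) and 6474 between strains (5955 to 7168), and these ranges overlapped. Over the 3439 CpGs that were DMCs in any comparison, the distances between strains (2885 to 2993) lay above those within groups (602.3 to 1591), a separation that the choice of these CpGs itself favours.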

Fig 2A and 2B demonstrate the correlation heat maps from both RNA-seq and RRBS data, which show a clear difference between BN and CD rat strains at both transcriptome and methylome levels.

**Fig 2:**
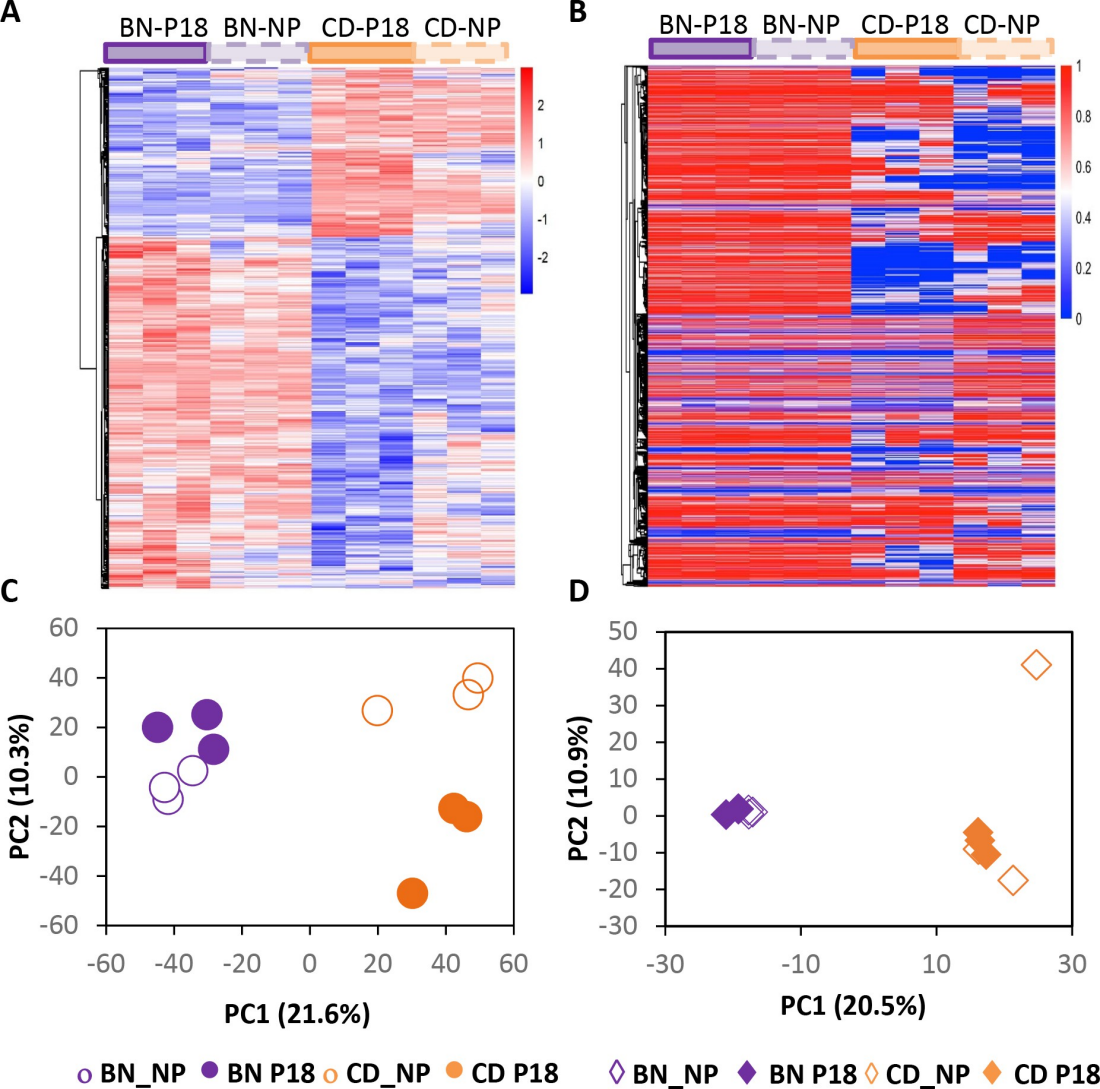
Role of pregnancy and rat strain on renal transcriptomic and methylomic profiles. Heatmap (A) and PCA plot (B) of all DEGs between BN-P and CD-P. Heatmap (C) and PCA plot (D) of all DMRs between the four rat groups. n = 3 for each rat group.

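In CD rats, 300 of 404069 CpGs were DMCs between P18 and NP, 159 with higher and 141 with lower methylation at P18. In BN rats, 3 CpGs passed, 1 higher and 2 lower. When the 6 rats of a strain were divided into 3 and 3 in the other possible ways, the counts ranged from 192 to 310 in CD and from 0 to 121 in BN. At an unadjusted p under 0.05 there were 14596 CpGs in CD and 14202 in BN, both fewer than evenly spread p would give among the 404069 tested. CpGs whose reads were all alike and a dispersion never under 1 lower such counts. A low count therefore does not show that nothing changed. Without overdispersion in the model the counts of DMCs rose to 724 in CD and 10 in BN. With the dispersion of each CpG estimated on its own, which leaves few degrees of freedom, no CpG passed in either strain. At an unadjusted p under 0.05 there were then 1892 CpGs in CD and 1484 in BN, counts that are lowered in the same way. With each rat left out in turn, the CD count ranged from 269 to 393, while the BN count fell to 0 without BN-NP replicate 3 and rose to 9 without BN-NP replicate 2. The CpG with the smallest p in CD, at position 62595206 of the minus strand of chromosome 18 (Rnor6.0), was methylated in 0 of the reads of each CD-NP rat and in 95.6 ± 3.85% (SD, n = 3) in CD-P18 (adjusted p = 1.9e-24 from the logistic model's F test, moderated with limma, with Benjamini-Hochberg adjustment), with 13 to 30 reads per rat. BN rats were at 93.4 ± 7.66% at NP and 98.15 ± 3.21% at P18 at this CpG. Its nearest covered CpG, 38 bases away, differed by 6.51 points. The CpGs at positions 1025752 of chromosome 19 and 25199139 of chromosome 17 changed by 85.3 and -75.6 points between the pooled reads, and their nearest covered CpGs by -1.55 and 0.20 points. At 1025752, CD-NP replicate 2 was at 50% and the other CD-NP rats at 0%. The BN means at NP and P18 were 96.7 and 100% at 1025752 and 86.8 and 90.3% at 25199139. Among the 258 CD DMCs with another tested CpG within 50 bases, the nearest one differed alike at 32, or 12.4%. In BN, the 3 DMCs were at positions 16400198 and 148644222 of chromosome 1 and 1626472 of chromosome 7, with differences of -34.2, -20.2 and 25.1 points, and their nearest covered CpGs differed by -1.08, -3.26 and 2.50 points. No CpG was a DMC in both strains, and 2 changed in both at an unadjusted p under 0.001. Of the variance of all tested genes, the strain accounted for 19.9% and pregnancy for 12.2%. Each factor would take 9.09% on average if none had an effect. Beside a strong strain effect, a factor without effect takes less than that. Over the 366498 tested CpGs whose level varied, the strain accounted for 20.7% and pregnancy for 8.01%.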

Data also reveal that pregnancy induces significant changes in transcriptome and methylome and is the second most important factor distinguishing the samples. Further, our data reveals rat strain is the major factor in determining transcriptome and methylome differences between BN and CD rats, as determined by the Principal Component Analysis (PCA) (Fig 2C and 2D). 

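Principal component 1 of the 14212 tested genes held 20.4% of the variance, and 96.3% of its variance lay between the strains. Component 2 held 14.6%, of which 57.1% lay between P18 and NP. The share of component 1 moved most when only the DEGs between BN-P18 and CD-P18 entered, to 58.3%. In the methylome, component 1 held 20.8% of the variance, 98.4% of it between the strains, and component 2 held 10.9%, of which 4.8% lay between P18 and NP. Between the strains, 2492 CpGs were DMCs at NP, 1925 with higher methylation in BN and 567 with lower, and 2394 were DMCs at P18, 1991 higher and 403 lower. A minimum of 20 reads in all 12 rats left 25285 CpGs to test, of which 341 were DMCs at NP and 245 at P18. With each CpG's own dispersion no CpG passed at either stage, and 4695 and 4601 had an unadjusted p under 0.05. That test leaves few degrees of freedom and its dispersion never falls under 1. Its low counts therefore do not show that the strains were alike. Of the DMCs, 1471 were found at both stages, all in the same direction, where chance gives 14.8. Differences over 50 points were found at 1019 CpGs at NP, 948 of them higher in BN, and at 928 CpGs at P18, 896 of them higher. Where a tested CpG lay within 50 bases, it differed alike for 17.3% of the DMCs higher in BN at NP and 24.0% at P18, and for 71.9% and 59.7% of the DMCs lower in BN. The smallest p at both stages included the minus strand of chromosome 12 at position 1510492, with 29.6 ± 1.00% (SD, n = 3) in BN-P18 and 96.5 ± 0.81% in CD-P18 (adjusted p = 2.14e-118 from the logistic model's F test, moderated with limma, with Benjamini-Hochberg adjustment). Its coverage of 278 to 1831 reads was far above that of other CpGs, and the CpG 2 bases away differed by 0.13 points. At NP, the CpGs at positions 37241123 of chromosome 18 and 142954955 of chromosome 6 were higher in BN by 93.6 and 96.4 points, and at P18 those at positions 102718824 and 147595577 of chromosome 5 by 96.3 and 97.3 points. The nearest covered CpGs of the last 3 differed by 2.81, 2.89 and -3.38 points, and 37241123 had none within 50 bases.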

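The difference between P18 and NP in CD alone accounted for 13.2% of the variance among genes over all 12 rats. That in BN alone accounted for 9.68%. In the methylome these shares were 8.81% in CD and 7.17% in BN. The average of 9.09% holds only if no factor has an effect, and beside the strain effect a factor without effect takes less. Whether these shares differ from that of such a factor was not tested. Of the tested genes, 4.71% were pregnancy DEGs in CD and 1.40% in BN, and of the tested CpGs 0.0742% were pregnancy DMCs in CD.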

Data also shows that pregnancy induces more remarkable change in transcription than in methylation, and the CD rat’s response to pregnancy is more noticeable than that of BN rats (Fig 2C and 2D).

### Pregnancy-induced gene expression changes

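Between P18 and NP, 669 genes were DEGs in CD rats, 364 upregulated and 305 downregulated, and 199 in BN rats, 117 upregulated and 82 downregulated. At an unadjusted p under 0.05 there were 2427 genes in CD and 1454 in BN, where chance gives 711. Among the settings that kept all rats, the counts fell most under the stricter thresholds of an adjusted p under 0.05 and a fold change over 1.5, to 225 in CD and 70 in BN, and rose most without a filter on low counts, to 850 in CD and 352 in BN. With upper-quartile scaling, the split in CD turned to 315 upregulated and 361 downregulated genes, so that neither direction prevails in CD under every scaling. With each rat left out in turn, the CD count ranged from 327, without CD-P18 replicate 3, to 715, and was also low without CD-NP replicate 2 (341) and CD-P18 replicate 1 (389). The BN count fell to 27 without BN-NP replicate 1, 48 without BN-NP replicate 2, 64 without BN-P18 replicate 2 and 81 without BN-P18 replicate 3, and was at most 228. The split in BN turned to 84 upregulated and 120 downregulated genes without BN-NP replicate 3 and to 99 and 129 without BN-P18 replicate 1. Besides interferon regulatory factor 9 (Irf9), the smallest adjusted p in CD belonged to complement component C7 (ENSRNOG00000061379), at 818 ± 70.5 CPM in CD-P18 and 243 ± 18.3 CPM in CD-NP, a log2 fold change of 1.75 (standard error 0.15, adjusted p = 0.000128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its log2 fold change in BN was 0.73. The change of C7 differed between the strains (interaction log2 of -1.02, adjusted p = 0.0506 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call that held in 6 of 12 fits that each left out a rat. Fmo2 (ENSRNOG00000003510), a flavin-containing monooxygenase, was at 234 ± 15.0 CPM against 83.5 ± 3.62 CPM, a log2 fold change of 1.49 (standard error 0.14, adjusted p = 0.000205 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and fell by 0.38 on the log2 scale in BN. Its interaction of -1.87 (standard error 0.19, adjusted p = 0.00254 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) held in all 12 such fits. In BN, the gene ENSRNOG00000059097, which carries no symbol in the paper's tables, had the smallest adjusted p, with a log2 fold change of 1.73 (standard error 0.16). Helz2 (ENSRNOG00000013267), a helicase, rose from 45.4 ± 1.91 to 72.6 ± 3.45 CPM in BN, a log2 fold change of 0.68. These changes of C7 and Fmo2 in CD and of the other 2 genes in BN stayed past the thresholds with each rat left out in turn.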

By comparison of renal transcriptomic profiles in pregnant and non-pregnant rats, we identified 297 DEGs in CD rats and 174 DEGs in BN rats (S4 Table). Of those, pregnancy induced similar expression changes (and in the same direction) in 60 genes. However, there were 351 pregnancy induced DEGs specific to one rat strain (237 DEGs specific to CD rats and 114 DEGs specific to BN rats), indicating differential molecular adaptation to pregnancy according to rat strain. 

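Of the 669 and 199 DEGs, 80 were found in both strains, where chance gives 9.4. The change had the same direction for 76 of them, 62 upregulated and 14 downregulated, and opposite directions for 4. A test of the interaction of pregnancy with strain found a different change in the strains for 5 of the 80. Among the settings that kept all rats, this number fell most under the stricter thresholds, to 31, and rose most without a filter on low counts, to 125. With each rat left out in turn, it ranged from 18, without BN-NP replicate 1, to 77. It was also low without BN-NP replicate 2 (32), BN-P18 replicate 3 (39), CD-P18 replicate 3 (46), BN-P18 replicate 2 (47) and CD-P18 replicate 2 (50).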

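Of the DEGs, 589 passed the thresholds in CD alone and 119 in BN alone. A gene past the threshold in 1 strain alone need not differ between the strains, so the difference itself was tested as an interaction of pregnancy with strain over all 12 rats. It held for 134 genes at an adjusted p under 0.1, 63 with a higher and 71 with a lower change in BN, and 1742 genes had an unadjusted p under 0.05, where chance gives 711. Among the genes past the threshold in CD alone, the interaction held for 95 of 589, and among those in BN alone for 18 of 119. The genes specific to CD changed in the same direction in BN for 55.3% of them, and those specific to BN did so in CD for 65.5%. With all rats kept, the number of genes with an interaction rose most without a filter on low counts, to 329, and fell most at an adjusted p under 0.05, to 64. It rose to 282 without CD-NP replicate 1 and fell to 50 without BN-P18 replicate 2, 51 without BN-NP replicate 2, 61 without CD-NP replicate 2, 67 without CD-P18 replicate 1 and 70 without BN-NP replicate 1. A fit without 1 rat held between 49 and 126 of the 134 genes. With upper-quartile scaling, 124 genes had an interaction, 72 of them with the higher change in BN, and 115 of the 134 genes stayed past the threshold. Of 100 ways to divide the rats of each strain into groups of 3 and 3, the real one included, 5 gave as many genes with an interaction. In 3 of the other 4, NP and P18 were exchanged for all or most BN rats, which turns a change common to both strains into a difference. From the genes specific to a strain, the paper concludes that the molecular adaptation to pregnancy differs according to rat strain.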

Heat maps of the top 30 DEGs show differential gene sets with only 5 shared DEGs (Irf9, Parp9, Oas2, Eif2ak2, and Adar) (Fig 3A and 3B).

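Ranked by p, 6 of the 30 genes at the top in CD were also among the top 30 in BN. Irf9 (ENSRNOG00000019478) had the smallest p in CD, at 37.0 ± 2.42 CPM at P18 and 14.2 ± 1.40 CPM at NP, a log2 fold change of 1.38 (standard error 0.11, adjusted p = 6.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In BN its log2 fold change was 1.12 (standard error 0.11, adjusted p = 0.000533 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Oas2, an oligoadenylate synthetase of a multigene family whose reads can be shared, had log2 fold changes of 2.42 in CD and 2.02 in BN. Parp9 changed by 1.04 and 0.71, Eif2ak2 by 0.96 and 0.74, and Adar by 0.68 and 0.64 on the log2 scale. In both strains, every P18 rat had a higher level of these 5 genes than every NP rat, where chance sets 3 rats apart from 3, in either direction, for 10% of genes in a strain. All 5 were DEGs in both strains. Without BN-NP replicate 1, Parp9 and Eif2ak2 were no longer DEGs in BN, with adjusted p of 0.121 and 0.137 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The interaction was not significant for any of the 5, with a smallest adjusted p of 0.465 for Parp9 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).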

**Fig 3:**
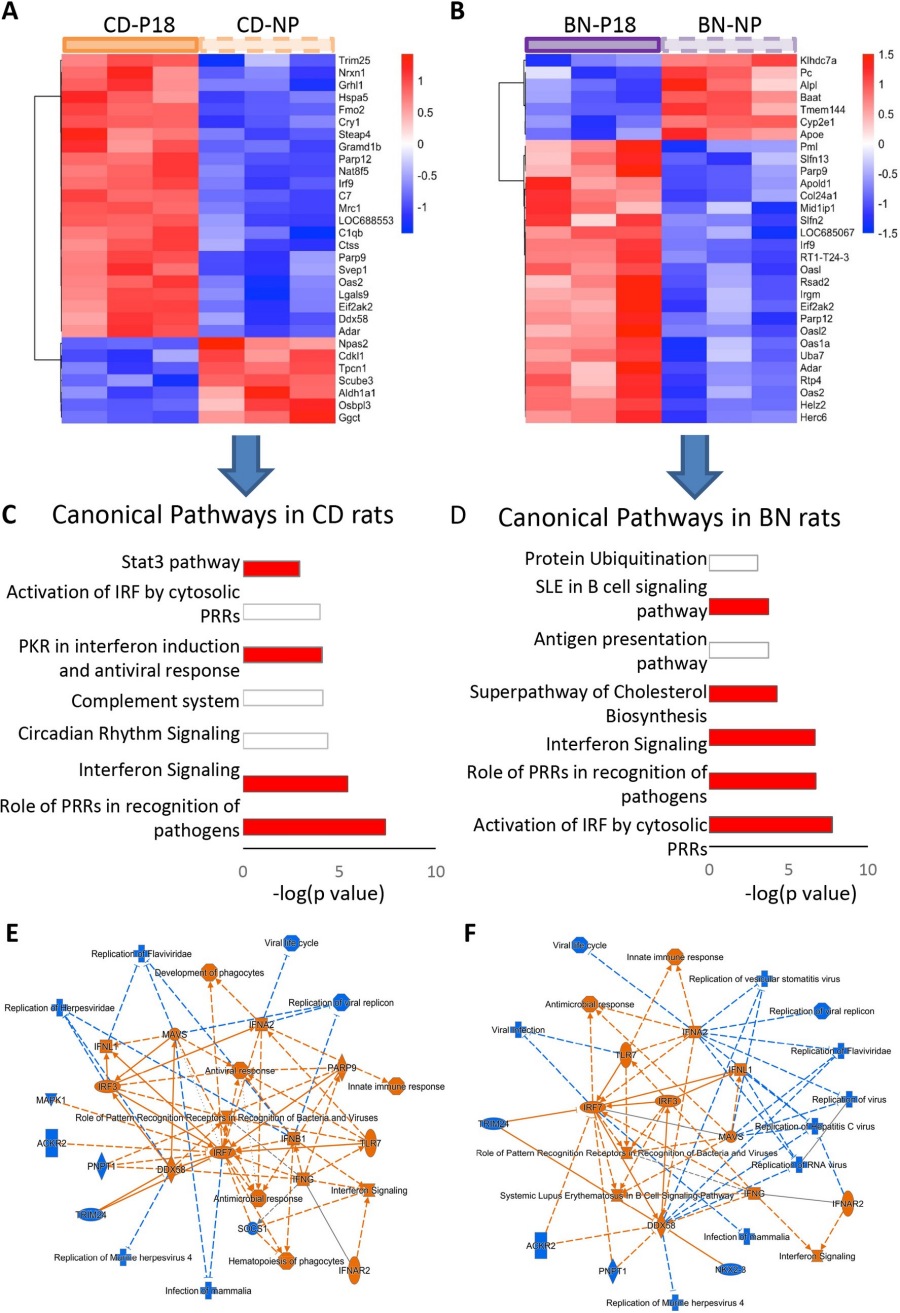
Effect of pregnancy on renal transcriptome. Heatmaps show the top 30 pregnancy-induced DEG in CD (A) and BN (B) rats. Pathway analysis determined the top canonical pathways altered by pregnancy in CD (C) and BN (D) rats. (red: activation) Summary of the effect of pregnancy on transcriptomics pathways in CD (E) and BN (F) rats (orange: activation, blue: inhibition).

However, Ingenuity pathway analysis indicated similar activation of innate immune pathways such as the ‘Role of Pattern Recognition Receptors’ and ‘Interferon signaling’ in both CD and BN rat strains (Fig 3C and 3D). Moreover, similar upstream regulators are involved in the pregnancy-induced temporal transcriptomic changes in both BN and CD rat kidneys, with interferon regulatory factor 7 (IRF7) as a key upstream regulator that is predicted to be activated by pregnancy in both rat strains (Fig 3E and 3F, and S5 Table). 

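A list of 44 genes induced by interferon was written from general knowledge, and 40 of them had values. Symbols come from the paper's Supplementary Table S4, which lists genes with an unadjusted p under 0.01 in any comparison, so a gene without a change in all 4 comparisons has no symbol and the values of a list lean towards genes that changed. In CD rats, 39 of the 40 were higher at P18 and 35 were upregulated DEGs, and in BN rats all 40 were higher and 35 were upregulated DEGs. Adjusted over the list alone, 37 passed in CD and 39 in BN. The median log2 fold change was 1.02 in CD (-0.24 to 2.42) and 0.97 in BN (0.083 to 2.02). Limma's camera test, with a preset correlation of 0.01 between genes, gave p = 1.17e-39 in CD and p = 1.08e-51 in BN (2.34e-39 and 4.32e-51 after Benjamini-Hochberg adjustment over 4 comparisons). The calls in CD and BN also held under the fry test (p = 8.14e-05 and 0.000129) and with the correlation estimated from the data, the alternative that moved them most (p = 0.00679 and 0.00317, camera). Without any 1 rat, camera's p stayed at or under 4.05e-33 in CD and 2.58e-40 in BN. The list did not differ between the strains at NP (adjusted p = 0.808 over 4 comparisons, limma's camera test). At P18, the p between strains was 0.403 and changed with single rats, to 0.00178 without BN-P18 replicate 3 and 0.0398 without CD-P18 replicate 1. Oas1a (ENSRNOG00000001369), of the same gene family as Oas2, had log2 fold changes of 2.17 in CD and 1.88 in BN (standard errors 0.34 and 0.35), and its interaction was not significant (adjusted p = 0.882 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ifi27 (ENSRNOG00000009263) was at 195 ± 39.0 CPM in CD-P18 and 37.9 ± 14.3 CPM in CD-NP, and at 66.1 ± 13.3 CPM in BN-P18 and 29.6 ± 1.59 CPM in BN-NP. Its log2 fold changes were 2.36 in CD and 1.16 in BN, and its level at P18 fell by 1.56 on the log2 scale in BN against CD (adjusted p = 0.000573 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while the interaction had an adjusted p of 0.132 and passed the threshold in 3 of 12 fits that each left out a rat. It also passed with DESeq2's Wald test with Benjamini-Hochberg adjustment (adjusted p = 0.091). In BN, Oas1a was not a DEG without BN-NP replicate 1 (adjusted p = 0.156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) or BN-P18 replicate 3 (0.106). Ifi27 was not a DEG in BN without BN-NP replicate 1 (adjusted p = 0.156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), BN-NP replicate 2 (0.174) or BN-P18 replicate 3 (0.137).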

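Irf7 (ENSRNOG00000017414), the transcript of the regulator named by the pathway analysis, was at 70.4 ± 6.88 CPM (SD, n = 3) in CD-P18 and 18.5 ± 7.27 CPM in CD-NP, a log2 fold change of 1.92 (standard error 0.33, adjusted p = 0.00715 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at 51.6 ± 24.2 CPM in BN-P18 and 18.9 ± 6.77 CPM in BN-NP, a log2 fold change of 1.45 (standard error 0.33, adjusted p = 0.0766 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every P18 rat lay above every NP rat of its strain. In BN, Irf7 was not a DEG without BN-NP replicate 1 (adjusted p = 0.268 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), BN-NP replicate 2 (0.147), BN-NP replicate 3 (0.126) or BN-P18 replicate 3 (0.227), while in CD it stayed a DEG without any 1 rat. The change did not differ between the strains (interaction log2 of -0.47, adjusted p = 0.758 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).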

Immunoblotting confirmed that pregnancy upregulated maternal renal IRF7 protein levels in both rat strains (S5 Fig). The principal pathways in both CD and BN rats show activation of innate immune pathways to inhibit viral and microbial replication. However, BN rat kidneys also show pregnancy-induced activation of necroptosis signaling pathways, superpathway of cholesterol synthesis, and the systemic lupus erythematosus in B cell signaling pathway (Fig 3D and 3F, and S5 Table).

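Of 22 genes of cholesterol synthesis and uptake listed from general knowledge, 11 had values, which is too small a share for a test of the list as a set. In BN rats, 10 of the 11 were higher at P18 than at NP and 5 were upregulated DEGs, and 8 passed when adjusted over the list alone. Their log2 fold changes ranged from -0.08 to 0.98 with a median of 0.49, and the largest was that of Hmgcs1. In CD rats, 9 of the 11 were lower at P18, with a median log2 fold change of -0.39, and 2 were downregulated DEGs, while 7 passed when adjusted over the list alone. Genes of necroptosis and B cell signaling were not analysed here as lists.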

### Rat strain-dependent differential gene expression

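BN and CD rats differed at 1191 genes at NP and 1365 genes at P18. At an unadjusted p under 0.05 there were 2997 and 3040 genes. With the stricter thresholds the counts were 496 and 616. Leaving out each rat in turn gave 657 to 1372 DEGs at NP, with 657 without BN-NP replicate 2 and 756 without CD-NP replicate 2, and 963 to 1280 at P18. The smallest p at NP belonged to LOC100134871 (ENSRNOG00000061299), at 4.16 ± 1.06 CPM in BN and 33.5 ± 2.64 CPM in CD, with a log2 fold change of -3.01 (standard error 0.17, adjusted p = 1.13e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene ENSRNOG00000015161 had the smallest p at P18 and the next smallest at NP, with log2 fold changes of -3.57 and -3.15. Coch (ENSRNOG00000005286), which encodes cochlin, was at 0.55 ± 0.37 CPM in BN-NP and 17.5 ± 2.79 CPM in CD-NP, a log2 fold change of -4.94 (standard error 0.31). At P18, ENSRNOG00000056398 was at least 33.1-fold lower in BN, where all 3 rats had no more than 3 reads. Each of these differences passed the thresholds in all fits that left out a rat.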

Comparison of BN with CD rat renal transcriptomic profiles at either non-pregnancy or pregnancy, revealed 569 DEGs at P18 and 475 DEGs at NP (S4 Table). 

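At NP, 544 DEGs were upregulated and 647 downregulated in BN compared with CD. The median absolute log2 fold change of these genes was 0.67. With upper-quartile scaling, 526 were upregulated and 655 downregulated.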

At non-pregnancy, there were 198 DEGs that were downregulated and 277 DEGs that were upregulated in BN compared with CD. At pregnancy day 18, there were 185 DEGs that were downregulated and 384 DEGs that were upregulated in BN compared with CD. 

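At P18, 697 DEGs were upregulated and 668 downregulated in BN, with a median absolute log2 fold change of 0.67. With upper-quartile scaling in place of TMM, 799 were upregulated and 580 downregulated, while the median log2 fold change of all tested genes moved by 0.03. Without CD-P18 replicate 1, 2 or 3 or BN-P18 replicate 1, more genes were downregulated than upregulated, with 472 and 507, 568 and 579, 535 and 541, and 617 and 663 genes upregulated and downregulated. The balance of both directions therefore depends on the scaling and on single rats.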

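DEGs between the strains at both stages numbered 473, where chance gives 114.4. Of these, 453 had the same direction, 197 upregulated and 256 downregulated in BN, and 20 had opposite directions. Under the stricter thresholds 224 were shared. The number ranged from 329 to 485 with each rat left out in turn.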

There were 205 DEGs in both non-pregnancy and pregnancy datasets. 

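Of the 473 genes that differed between the strains at both stages, 20 changed direction between NP and P18, and the interaction of pregnancy with strain held for 21 at an adjusted p under 0.1. It also held for 46 of the 718 genes that differed at NP alone and for 58 of the 892 that differed at P18 alone.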

Of interest, 23 of these showed differential regulation at pregnancy (S4 Table) that in addition to the 364 DEG at pregnancy add to 387 DEGs affected by both rat strain and pregnancy. 

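The 473 shared genes made up 34.7% of the strain DEGs at P18. Of the 892 genes past the thresholds at P18 alone, 675 (75.7%) differed in the same direction at NP, and of the 718 at NP alone, 543 (75.6%) did so at P18.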

Altogether, only 36% of the DEGs at P18 were strictly aligned with rat strain (i.e. genetics). This is shown in heatmaps of the top 30 DEGs (Fig 4A and 4B), where 30% of DEGs were shared (*RT1-CE7*, *LOC499235*, *LOC100134871*, *RGD 1311575*, *Vars*, *Cyp2d3*, *B4galt6*, *Agbl4*, *Hlfm1*). 

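Ranked by p, 20 of the top 30 DEGs (66.7%) were the same at NP and P18. RT1-CE7 (ENSRNOG00000031090), of the class I major histocompatibility family whose members share reads, was at 10.6 ± 0.82 CPM in BN-NP and 45.6 ± 5.51 CPM in CD-NP, a log2 fold change of -2.11 (standard error 0.15, adjusted p = 4.16e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At P18 it was -1.32. LOC499235 was at least 15.4-fold lower in BN at NP and 14.4-fold lower at P18, since all BN rats had no more than 3 reads. Agbl4 was at least 30.9-fold higher in BN at NP and 28.9-fold at P18, with no more than 3 reads in every CD rat. RGD1311575 was higher in BN by 1.44 and 1.57 on the log2 scale and Vars by 0.91 and 0.89. B4galt6 had log2 fold changes of -0.72 at NP and -0.78 at P18, and Cyp2d3, a cytochrome P450 of a multigene family whose reads can be shared, of -3.64 and -3.02. LOC100134871 had a log2 fold change of -2.69 at P18. Hfm1 (ENSRNOG00000023299), which the paper's text writes Hlfm1 and its Fig. 4A and 4B Hfm1, was at 10.8 ± 1.63 CPM in BN-NP and 0.38 ± 0.40 CPM in CD-NP, a log2 fold change of 4.79 (standard error 0.39). Without CD-NP replicate 2, the only CD-NP rat with more than 3 reads, the fitted value at NP was 6.02. With all rats, the log2 fold change at P18 was 4.70. All 9 genes were DEGs at both stages in every fit that left out a rat, and in each comparison all 3 rats of a strain lay on the same side of the other strain, which a single gene shows by chance with a frequency of 10%.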

IPA of all DEGs identified different canonical pathways at non-pregnancy compared to pregnancy (Fig 4C and 4D, and S6 Table). For instance, the LPS/IL-1 inhibition of RXR function and the acute phase response pathways were decreased at non-pregnancy but activated at pregnancy in BN compared to CD. 

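Of 31 genes of the acute phase response listed from general knowledge, 12 had values, too few for a test of the list as a set. Between BN and CD rats at NP, 8 were higher and 4 lower, and 2 were DEGs, both lower in BN. At P18, 8 were higher and 4 lower, with 4 upregulated DEGs and 1 downregulated DEG. Adjusted over the list alone, 5 passed at NP and 8 at P18.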

The coagulation system was inhibited at non-pregnancy but not at pregnancy in BN compared to CD. Additional protective systems such as activation of glutathione-detoxification pathway and inhibition of HIF1α signaling were evident at non-pregnancy but not at pregnancy in BN compared to CD (Fig 4C and 4D and S5 Table). In addition, activation of cholesterol biosynthesis superpathway and production of nitric oxide and reactive oxygen species were only shown at pregnancy.

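At P18, all 11 genes of cholesterol synthesis and uptake with values were higher in BN than in CD, with a median log2 fold change of 0.90 (0.13 to 1.37), and 8 were DEGs. Adjusted over the list alone, 10 passed. At NP, 5 were higher and 6 lower, with a median near 0 and 1 DEG in each direction, and 3 passed when adjusted over the list alone. The largest difference at P18 was that of Idi1. Genes of nitric oxide and reactive oxygen production were not analysed here.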

**Fig 4:**
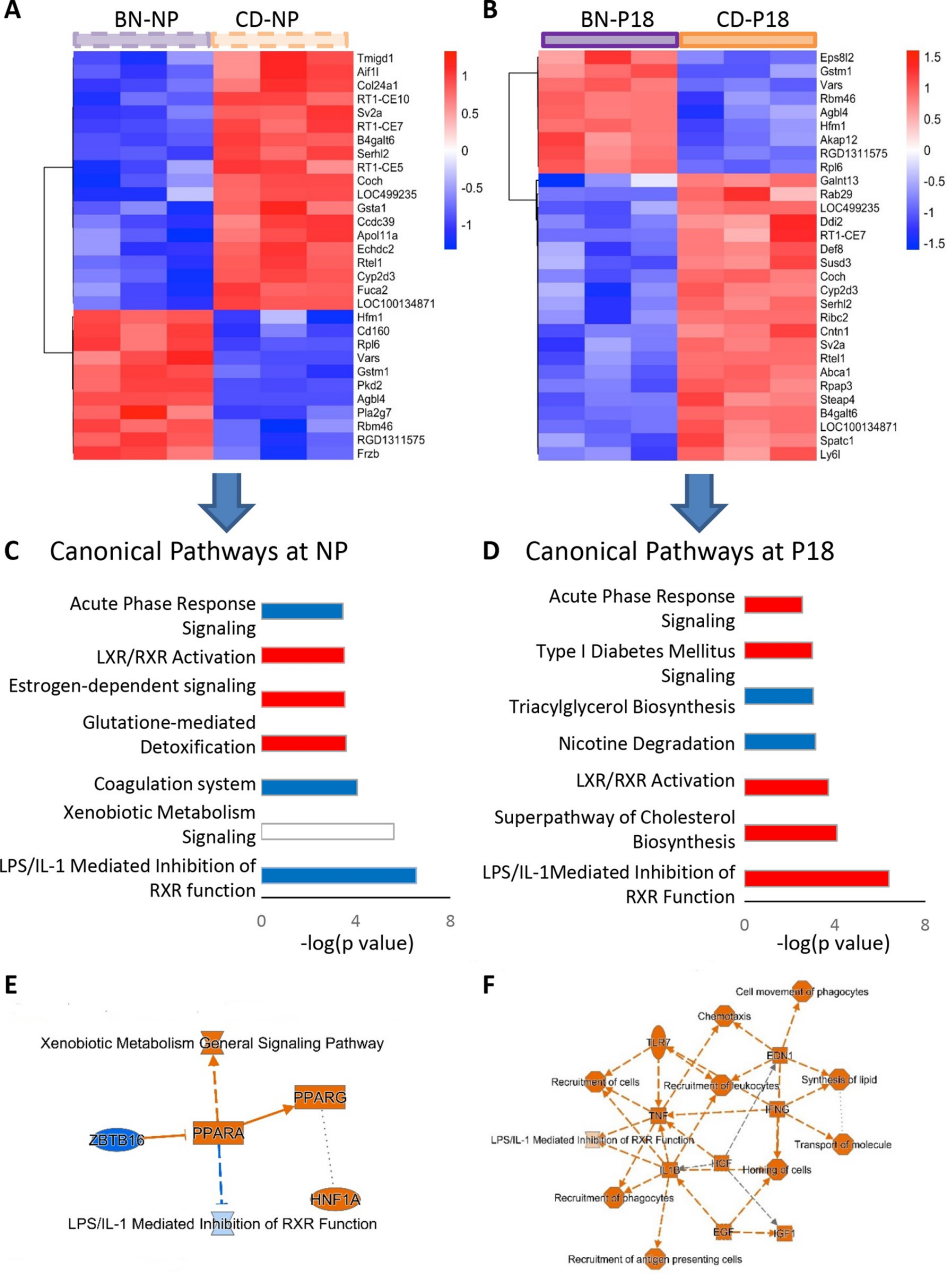
Effect of rat strain on renal transcriptome. Heatmaps show the top 30 rat-strain dependent DEGs at non-pregnancy (A) and at pregnancy day 18 (B) rats. Pathway analysis determined the top canonical pathways that are different in BN compared to CD at non-pregnancy (C) and at pregnancy day 18 (D) (red: activation, blue: inhibition). Summary of the rat strain (BN vs. CD) differences in transcriptomics pathways at non-pregnancy (E) and at pregnancy (F) (orange: activation, blue: inhibition).

Other canonical pathways were similarly affected by rat strain at non-pregnancy and pregnancy, including LXR/RXR pathway, xenobiotic metabolism, nicotine metabolism, and estrogen biosynthesis. The main gene pathways between BN and CD rats at non-pregnancy (Fig 4E) and pregnancy (Fig 4F) are drastically altered by pregnancy: BN show increased anti-inflammatory and xenobiotic metabolism at non-pregnancy, with a shift towards inflammatory, growth and repair pathways at pregnancy in comparison with CD rats (Fig 4E and 4F). At non-pregnancy, the top upstream regulators that explain the differences between BN and CD rats was peroxisome-proliferator-activated receptor alpha (PPARA) (Fig 4E, S6 Table). In contrast, at P18, the top predicted upstream regulators were platelet derived growth factor-B homodimer (PDGF-BB), and pro-inflammatory mediators such as tumor necrosis factor (TNF), all with predicted activation (S6 Table). Immunoblotting confirmed that BN rats express significantly higher levels of PPARA not only at non-pregnancy but at pregnancy stages (Fig 5A). Furthermore, we show that the upstream regulator PDGF-BB was differentially regulated by pregnancy according to rat strain, with pregnancy increasing PDGF-BB in BN rats and decreasing it in CD rats (Fig 5B).

**Fig 5:**
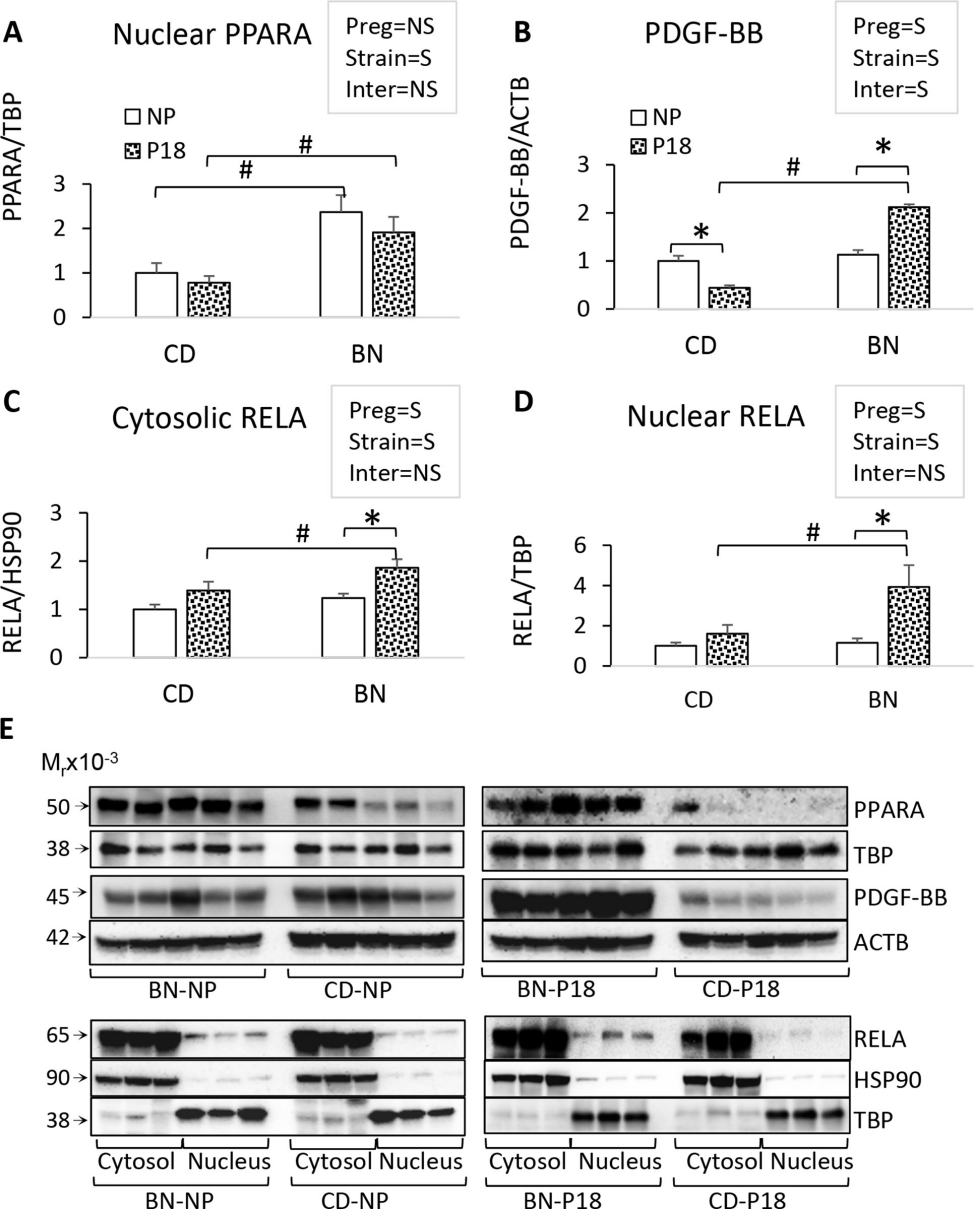
Key upstream regulators of rat-strain DEGs. Rat kidney protein fractions were studied by SDS-PAGE and immunoblotting for relative PPARA to TBP levels in nuclear protein extracts (A); relative PDGF-BB dimer to ACTB protein levels in whole protein extracts (B); relative cytosolic NF-kB p65 (RELA) to HSP90 protein levels (C) and nuclear RELA to TBP protein levels (D). E) Representative immunoblots are shown in G. Bars represent the average ± error, n = 5 rats/group. Text boxes show the 2-way ANOVA results for the effect of pregnancy (preg), rat strain (strain) or preg x strain interaction (inter) (S = significant, NS = non-significant). Composite 1-way ANOVA was performed to identify differences among the four groups for RNA-seq validation. *p<0.05 P18 vs NP, ^#^p<0.05 BN vs CD.

Because multiple pro-inflammatory mediators were predicted upstream regulators of BN/CD differences at pregnancy, we investigated the activation of the NF-κB p65 (RELA) transcription factors. Inactive RELA molecules reside in the cytosol and are translocated to the nucleus upon activation. We studied the levels of both cytosolic and nuclear RELA and found there were no differences in renal cytosolic or nuclear RELA protein levels between BN and CD rat at non-pregnancy (Fig 5C and 5D) but BN pregnant rats had significantly higher renal cytosolic and nuclear RELA protein levels compared to CD pregnant rats (Fig 5C and 5D). Importantly, pregnancy induced a significant increase in the levels of nuclear RELA (activated) only in BN rats (Fig 5D). These data confirm that both PPARA, PDGF-BB, and NF-κB are upstream regulators of the observed differences between rat strains, especially during pregnancy.

### Validation of RNA-seq data

Transcriptomic datasets were validated in selected DEGs (Fig 6) using the same 12 kidney samples plus additional 8 kidneys to cover the entire rat cohort A (S1 Fig). 2’5’-Oligoadenylate synthase 1A (*Oas1a*) and interferon alpha inducible protein 27 (*Ifi27*), two genes that participate in innate immune pathways, were significantly upregulated by pregnancy in both rat strains (Fig 6A and 6B).

**Fig 6:**
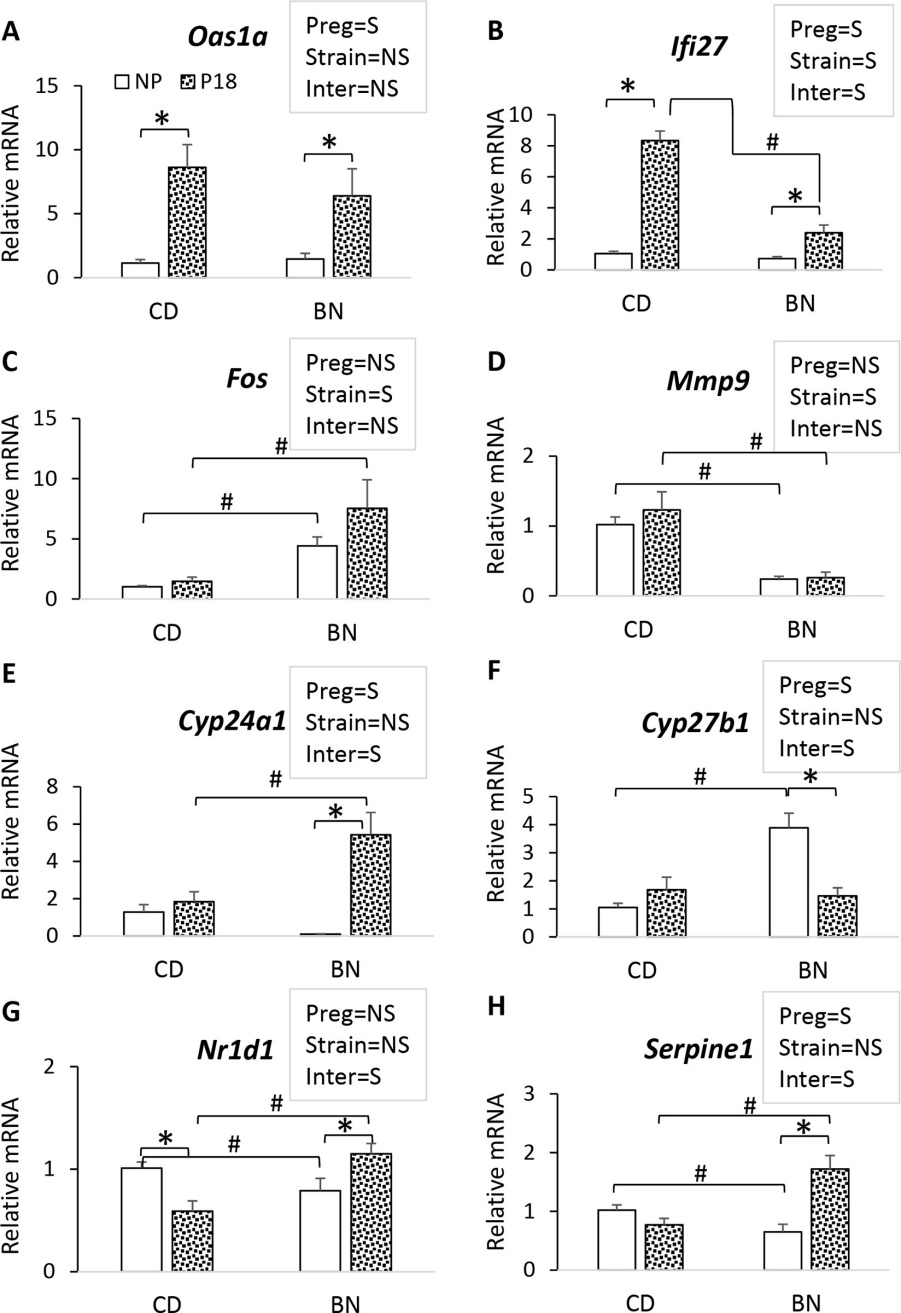
Validation of RNA-sequencing data. Quantitative SYBR green PCR was used to study 8 genes selected to validate DEGs from all four comparisons (BN_P/BN_NP, CD_P/CD_NP, BN_NP/CD_NP, and BN_P/CD_P). Two genes were selected on the basis of pregnancy regulation: A) *Oas1a*, and B) *Ifi27*. Two genes were selected based on rat strain differences, C) *Fos*, D) *Mmp9*, and 4 genes on differential regulation by pregnancy according to rat strain: E) *Cyp24a1*, F) *Cyp27b1*, G) *Nr1d1*, and H) *Serpine1*. mRNA levels are shown as fold of CD NP values. Bars represent the average ± error, n = 5 rats/group. Text boxes show the 2-way ANOVA results for the effect of pregnancy (preg), rat strain (strain) or preg x strain interaction (inter) (S = significant, NS = non-significant). Composite 1-way ANOVA was performed to identify differences among the four groups for RNA-seq validation. *p<0.05 P18 vs NP, ^#^p<0.05 BN vs CD.

Furthermore, pregnancy-induced upregulation of *Oas1a* is similar in both rat strains while upregulation of *Ifi27* is significantly higher in pregnant CD rats compared to pregnant BN rats, once again validating the RNA sequencing data. 

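Fos (ENSRNOG00000008015) was at 5.31 ± 2.36 CPM in BN-NP and 2.12 ± 0.82 CPM in CD-NP, a log2 fold change of 1.32 (standard error 0.49, adjusted p = 0.139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not reach the threshold, and the groups overlapped. DESeq2's Wald test gave an adjusted p of 0.0818, and with a rat left out edgeR's adjusted p was up to 0.373. At P18, Fos was at 8.11 ± 4.63 CPM in BN and 1.77 ± 0.67 CPM in CD, a log2 fold change of 2.21 (standard error 0.48, adjusted p = 0.0137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mmp9 (ENSRNOG00000017539) was at 2.99 ± 1.33 CPM in BN-NP and 16.1 ± 3.57 CPM in CD-NP, a log2 fold change of -2.44 (standard error 0.40, adjusted p = 0.00279 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At P18 it was at 2.05 ± 0.99 CPM in BN and 12.8 ± 6.38 CPM in CD, a log2 fold change of -2.66 (standard error 0.42, adjusted p = 0.0018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fos at P18 and Mmp9 at both stages passed the thresholds in all 6 fits that left out a rat. Neither gene had a significant interaction of strain with pregnancy (adjusted p = 0.67 for Fos and 0.927 for Mmp9 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).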

We also selected two DEGs that are rat-strain dependent, the pro-inflammatory transcription factor *Fos* and the matrix metalloproteinase *Mmp9*. *Fos* is significantly lower in CD rats compared to BN rats (Fig 6C) and *Mmp9* is significantly higher in CD rats compared to BN rats (Fig 6D), once again confirming RNA sequencing datasets (S3 Table). Finally, we investigated four DEGs with opposite directionality of regulation between non-pregnancy and pregnancy, those involved in 1, 25-(OH)_2_-D synthesis (*Cyp27b1*)/catabolism (*Cyp24a1*) (Fig 6E and 6F), that of the orphan nuclear receptor Rev-ErbA or *Nr1d1* (Fig 6G), and of plasminogen activatory inhibitor 1 or *Serpine1* (Fig 6H). 

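Cyp24a1 (ENSRNOG00000013062) was at 164 ± 22.4 CPM (SD, n = 3) in BN-P18 and 7.96 ± 0.80 CPM in BN-NP, a log2 fold change of 4.37 (standard error 0.76, adjusted p = 0.0253 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass without BN-NP replicate 1 (adjusted p = 0.137) or BN-NP replicate 2 (0.116). In CD it was at 85.6 ± 59.3 CPM at P18 and 79.4 ± 77.7 CPM at NP, a log2 fold change of 0.12 (adjusted p = 0.958 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the change was negative without CD-NP replicate 1, CD-NP replicate 2, CD-P18 replicate 1 or CD-P18 replicate 2 (-0.27 to -0.20) and 1.31 without CD-NP replicate 3. The interaction was 4.25 on the log2 scale (standard error 0.97, adjusted p = 0.0878 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed past the threshold in 3 of 12 fits that left out a rat, in which its size lay between 3.06 and 4.64. Cyp27b1 (ENSRNOG00000046214) was near the limit of detection, with 3 to 42 reads in single BN rats and 0 to 5 in CD rats. It was at 0.41 ± 0.13 CPM in BN-P18 and 3.18 ± 2.04 CPM in BN-NP, a log2 fold change of -2.92 (standard error 0.63, adjusted p = 0.0614 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed only without BN-NP replicate 3 when 1 rat was left out. The adjusted p was 0.201 without BN-NP replicate 1, 0.285 without BN-NP replicate 2, and 0.112, 0.25 and 0.149 without BN-P18 replicates 1, 2 and 3 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In CD its log2 fold change was -0.52 (adjusted p = 0.831 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the interaction of -2.39 was not significant (adjusted p = 0.449 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nr1d1 (ENSRNOG00000009329) was at 92.2 ± 15.0 CPM in CD-P18 and 282.7 ± 25.8 CPM in CD-NP, a log2 fold change of -1.62 (standard error 0.16, adjusted p = 0.000209 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In BN it was at 191 ± 26.0 CPM at P18 and 185 ± 41.8 CPM at NP, a log2 fold change of 0.05 (adjusted p = 0.957 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) which was negative without BN-NP replicate 2 (-0.007), BN-NP replicate 3 (-0.073) or BN-P18 replicate 1 (-0.024). Its interaction of 1.66 (standard error 0.22, adjusted p = 0.00698 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) stayed past the threshold without any 1 rat. Of 18 genes of the circadian clock listed from general knowledge, 8 had values, Nr1d1 among them. All 8 were DEGs in CD pregnancy, and 8 passed when adjusted over the list alone. In BN pregnancy 0 were DEGs, 0 passed when adjusted over the list alone and 0 had an unadjusted p under 0.05. The paper gives the light cycle of the housing, and its text does not name the hour at which tissue was taken.

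**Figure D1:**
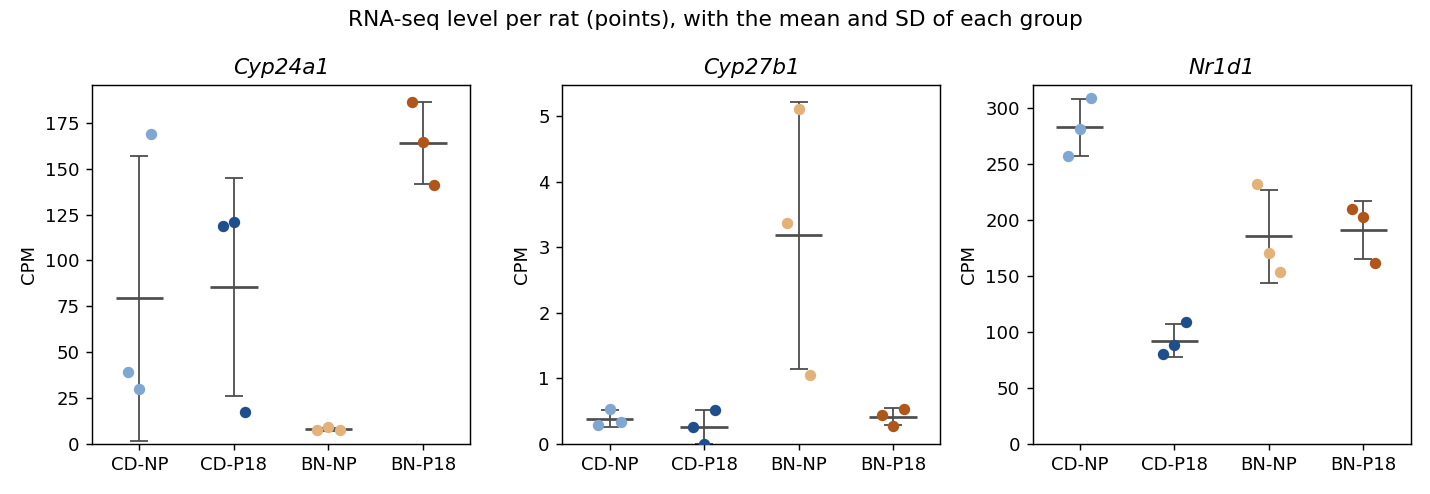
Levels of Cyp24a1, Cyp27b1 and Nr1d1 in CPM on a linear axis, with 1 point per rat for CD-NP, CD-P18, BN-NP and BN-P18, and a line and bar for the mean and SD of each group (the bar ends at 0 where the SD exceeds the mean). Cyp24a1 lies between 141 and 186 CPM in the 3 BN-P18 rats and between 7.48 and 8.88 CPM in the BN-NP rats, while the CD rats of both stages range from 17.1 to 169 CPM.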

The upregulation of the vitamin D 24-hydroxylase *Cyp24a1* and downregulation of vitamin D 1α-hydroxylase *Cyp27b1* in BN pregnancy, but not in CD pregnancy, was confirmed (Fig 6E and 6F). Of note, renal changes in *Cyp24a1* and *Cyp27b1* mRNA levels suffice to explain plasma 1,25-(OH)_2_-D levels. For both *Nr1d1* and *Serpine1*, pregnancy induced an opposite effect on CD compared to BN, i.e., expression was downregulated in pregnant CD, but upregulated in pregnant BN. Altogether, the expression fold differences and directionality of expression differences shown in RNA sequencing datasets were confirmed.

### DEGs associated with altered DNA methylation

To identify the role of DNA methylation on the temporal transcriptomic changes, we investigated the genome distribution of CpG sites in all four groups (Fig 7).

**Fig 7:**
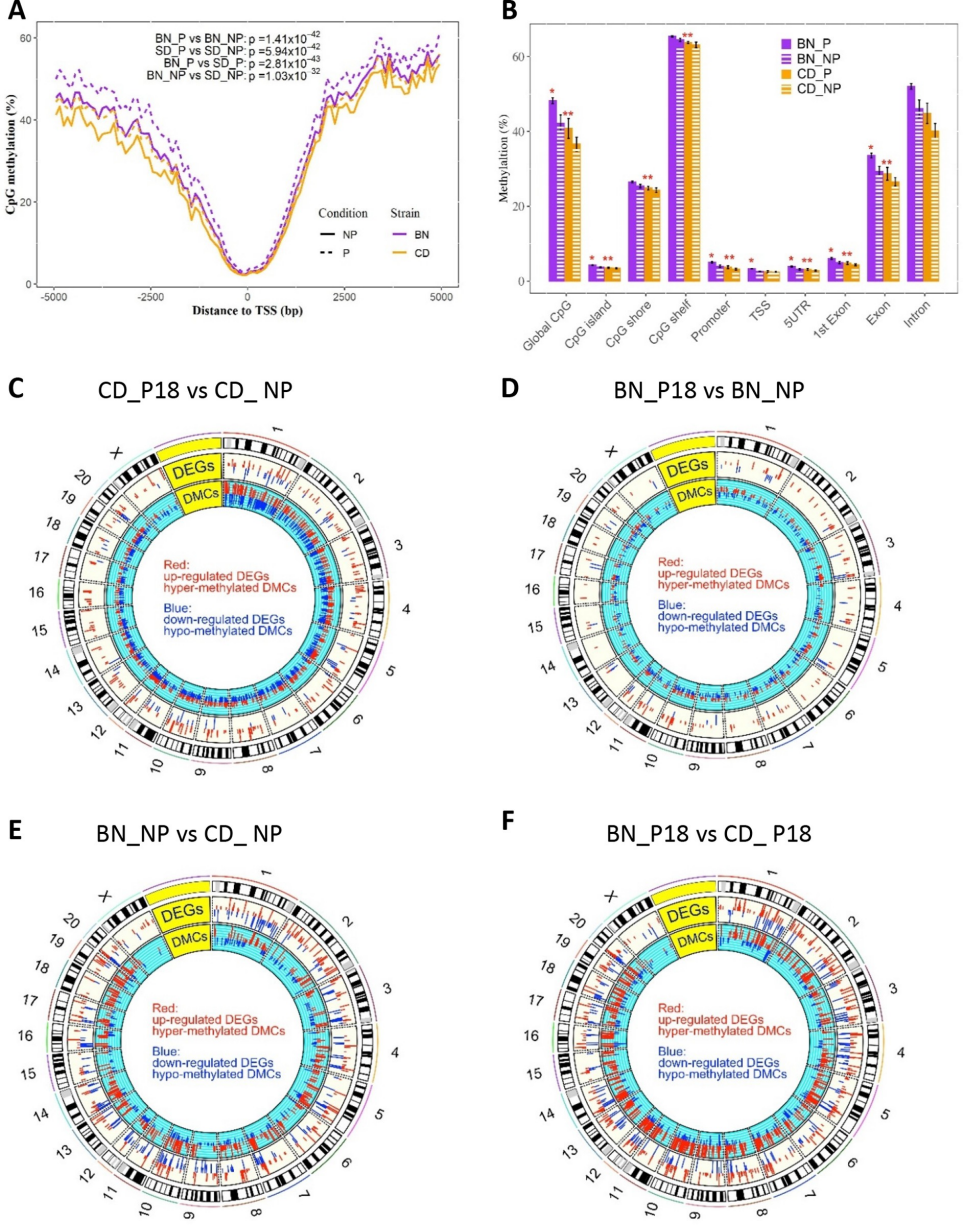
Genome-wide DMRs and integration with DEGs. A) CpG methylation levels in relation to TSS, B) Average CpG methylation levels according to genomic features. Integration of renal DMRs and DEGs is shown in circus plots of: C) pregnant CD compared to non-pregnant CD, D) pregnant BN versus non-pregnant BN, E) non-pregnant BN compared to non-pregnant CD, and F) pregnant BN versus pregnant CD. Lines/bars represent the average ± error (n = 3/group, 12 total). Paired t-test and two-tailed t-test was used to determine the significance in (A) and (B), respectively. *p<0.05 BN_P vs BN_NP, **p<0.05 BN_P vs CD_P.

In all groups, the CpG methylation was low at TSS and its close proximity, but was significantly different at CpGs 500 bp away in both directions (Fig 7A). However, there were no significant differences in methylation at various genomic features between CD_NP compared to CD_P18 or BN_NP compared to CD_NP (Fig 7B). 

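Methylation was averaged over the 404069 CpGs covered in all 12 rats, so that the same CpGs enter for each rat. Genomic features and distances to the TSS were not analysed here, because no annotation of the build used by the authors was at hand. The mean was 45.0 ± 0.15% (SD, n = 3) in CD-NP and 44.6 ± 0.12% in CD-P18, a difference of -0.41 points (exact two-sided permutation test, p = 0.1, the smallest p that 3 rats against 3 allow), and all CD-P18 rats lay below all CD-NP rats. BN-NP rats had a mean of 45.0 ± 0.061%, which differed from CD-NP by -0.062 points (exact two-sided permutation test, p = 0.7), less than the spread between rats, and by 0.019 points without CD-NP replicate 1. At the 87255 CpGs with a mean level over 90%, however, all BN-NP rats lay below all CD-NP rats, with a difference of -0.27 points (exact two-sided permutation test, p = 0.1), while the groups overlapped at CpGs under 10% and from 10 to 90%. The result depended most on which CpGs entered. Over all CpGs with at least 10 reads in a given rat, which differ from rat to rat, the means were 36.6 ± 2.26% in CD-NP, 40.8 ± 3.28% in CD-P18 and 42.2 ± 2.77% in BN-NP, so that both differences turned positive, at 4.19 and 5.54 points (exact two-sided permutation tests, p = 0.2 for each).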

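Pregnant BN rats had a mean methylation of 45.0 ± 0.12% (SD, n = 3) over the CpGs covered in all 12 rats, 0.069 points above non-pregnant BN rats (exact two-sided permutation test, p = 0.5), a difference within the spread between rats. Without 1 rat it ranged from 0.003, without BN-P18 replicate 1, to 0.109 points, without BN-P18 replicate 3. At CpGs with a mean level over 90%, all BN-P18 rats lay above all BN-NP rats, by 0.063 points (exact two-sided permutation test, p = 0.1), and at lower levels the groups overlapped. Over all CpGs with at least 10 reads in a given rat, BN-P18 had 48.2 ± 0.99% and BN-NP 42.2 ± 2.77%, a difference of 6.05 points in which all BN-P18 rats lay above all BN-NP rats (exact two-sided permutation test, p = 0.1). When each of these CpGs was given its mean level over the rats in which it was covered, the sets of covered CpGs gave a difference of 6.01 points. This can include group differences at CpGs covered in 1 group only.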

Pregnant BN showed significantly higher methylation than non-pregnant BN of CpG island, promoter, TSS, 5-UTR, 1^st^ exon, and other exon regions (Fig 7B and *p<0.05 BN_P vs BN_NP). In addition, pregnant BN also demonstrated higher methylation than pregnant CD at similar structure, as well as CpG shelf regions (Fig 7B and **p<0.05 BN_P vs CD_P).

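Between BN-P18 and CD-P18, the mean over the CpGs covered in all 12 rats was 0.42 points higher in BN (exact two-sided permutation test, p = 0.1, the smallest possible), with all BN rats above all CD rats, and 0.36 to 0.46 points with a rat left out. Split by the mean level of the CpGs, the difference was 0.037 points at CpGs under 10%, 0.90 points at the 155138 CpGs from 10 to 90% and 0.27 points at CpGs over 90% (exact two-sided permutation tests, p = 0.1 for each). Over all CpGs with at least 10 reads in a given rat, the difference was 7.40 points (exact two-sided permutation test, p = 0.1). The sets of covered CpGs gave 7.03 points when each CpG took its mean level over the rats that covered it, with the same limit.

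**Figure D2:**
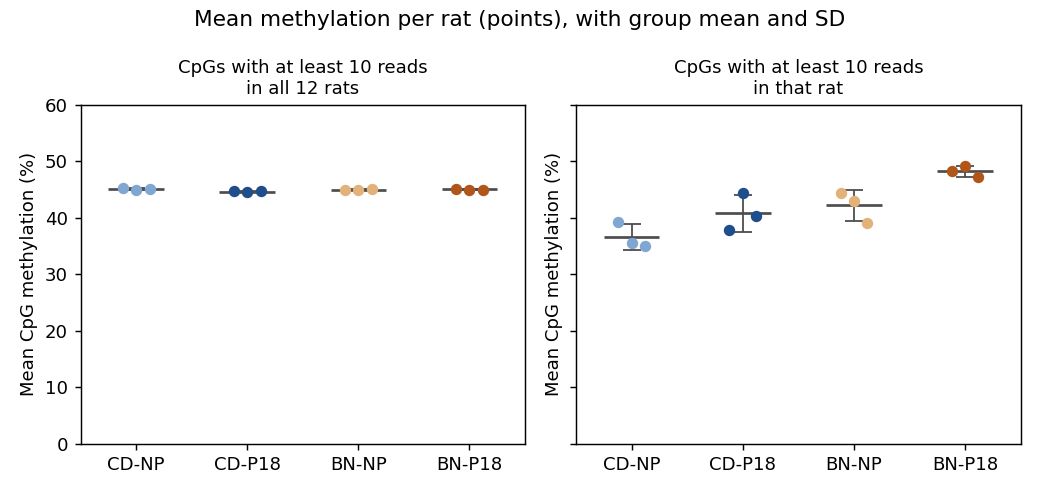
Mean CpG methylation in percent per rat (points) in CD-NP, CD-P18, BN-NP and BN-P18, with the mean and SD of each group as a line and bar, over the CpGs with at least 10 reads in all 12 rats on the left and over those with at least 10 reads in the given rat on the right. On the left, the rats lie between 44.5 and 45.2%, and on the right between 35.1 and 49.2%.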

Integration of DMRs and DEGs is illustrated in circos plots (Fig 7C–7F) and the correlation between DMR and regulation directions of DEGs is shown in S6 Table. 

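The paper's Supplementary Table S7 lists CpGs with a change in methylation next to a DEG, and each listed value was found again in the deposited calls by the gene's chromosome and the methylation difference. A listed CpG without 10 reads in all 12 rats was called by the same thresholds in a fit of the CpGs with 10 reads in the 6 rats compared, a different set of tested CpGs. For CD pregnancy, 7 CpGs at 7 genes were listed, 4 of them covered in all 12 rats. Of these genes 6 were DEGs, and 0 of the CpGs were DMCs, although all 7 had an unadjusted p under 0.05 in the logistic model's F test. Therefore 0 of the listed genes had both, and 1 had both when both lists were taken by unadjusted p. By the table's own annotation, 3 of the 7 lay in introns, 2 in exons and 2 at 1 to 5 kb from a gene. Supplementary Table S4 lists more CpGs of CD pregnancy, of which the copy used holds 406 lines with 424 left out. Of the 216 CpGs with a gene in that part, 79 passed the thresholds for DMCs, 53 of the 153 covered in all 12 rats and 26 of the 63 covered in the 6 CD rats alone. Of the genes, 46 had values and 8 were DEGs. Among the CpGs covered in all 12 rats, 1 gene had both, Cacna1a, and Slco2a1 had both by CpGs covered in the CD rats alone. These genes were named after their values had been seen. The CpG of Cacna1a fell by 32.1 points and its log2 fold change was -0.51, and Slco2a1 had CpGs with differences of -41.5 and 54.8 points and a log2 fold change of -0.40. For BN pregnancy, 0 of the 174 CpGs with a gene in that table passed, 86 of them covered in all 12 rats, and all 174 had an unadjusted p under 0.05. For BN pregnancy, Supplementary Table S7 lists 6 CpGs, and the values of all 6 were found between BN-NP and CD-NP and not between BN-P18 and BN-NP. Of these, 4 had at least 10 reads in all 6 BN rats. Between BN-P18 and BN-NP they differed by -1.39 to 4.07 points, with a smallest unadjusted p of 0.634 (F test of the logistic model), and 0 had an unadjusted p under 0.05. Of the 6 genes, Eif2ak2 and Phf19 were DEGs in BN pregnancy.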

Pregnancy only induced 7 overlapping DMR/DEGs in CD rats (Fig 7C), and 6 overlapping DMR/DEGs in BN rats (Fig 7D); none of the DMRs were in the promoters, and only 2 DMRs in CD rats showed a reverse correlation with the DEGs (S7 Table). In contrast, comparison of rat strains resulted in 65 overlapping DMRs with 35 DEGs, of which only 28 DMRs showed a reverse correlation with the corresponding 13 DEGs in non-pregnant BN compared to non-pregnant CD rats (Fig 7E and S7 Table). 

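For BN-NP against CD-NP, the listed values that were found in this comparison at a single position belong to 46 CpGs at 35 genes. Of these, 28 CpGs passed the thresholds for DMCs, 19 of the 30 covered in all 12 rats and 9 of the 16 covered in the 6 rats compared alone. Iqsec3 and Mogat2 had no tested expression value, and their listed CpGs were not DMCs. Of the genes 32 were DEGs, and 20 had both, 15 of them by a CpG covered in all 12 rats. Among these 20 genes, 7 had a methylation difference opposite to the expression difference and 13 had 1 in the same direction. With unadjusted p for both lists, 27 genes had both. Among the listed DMCs tested in all 12 rats, 13 were higher in BN, and the nearest covered CpG differed alike for 1 of the 10 that had such a CpG, against 4 of 5 for those lower in BN.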

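For BN-P18 against CD-P18, 82 CpGs at 46 genes were listed and found at a single position. Of the CpGs 60 passed the thresholds for DMCs, 27 of the 40 covered in all 12 rats and 33 of the 42 covered in the 6 rats of P18 alone. Bcas1, Col26a1, Fhl5, Lmo1, Oprd1 and Plekhs1 each had a DMC but no tested expression value, so they could not be called DEGs. Of the genes 40 were DEGs, and 30 had both, 16 of them by a CpG covered in all 12 rats. Of these 30, 12 had a methylation difference opposite to the expression difference and 19 had 1 in the same direction, with genes that had CpGs of both kinds counted in each. With unadjusted p, 34 genes had both. Among the listed DMCs tested in all 12 rats, 17 were higher in BN, of which 16 had a covered CpG within 50 bases and 0 of these differed alike, and of the 7 lower in BN with such a CpG, 6 had a neighbour that differed alike.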

There were 89 overlapping DMRs with 46 DEGs, of which only 36 DMRs had a reverse correlation with respect to the 21 corresponding DEGs (Fig 7F, S7 Table). Furthermore, only one DEG showed overlapping DMRs in the promoter region, that of metallothionein 1 gene (*Mt1*). 

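By the annotation in the paper's table, 3 genes had a listed CpG in a promoter between BN-P18 and CD-P18. These were metallothionein 1 (Mt1), RT1-CE5 and Hoxc10. RT1-CE5 (ENSRNOG00000000723), of the class I major histocompatibility family, had 4 listed promoter CpGs on chromosome 20 between positions 4897031 and 4897098, with differences of -14.9 to -11.5 points, of which 1 was a DMC (-14.9 points, adjusted p = 0.0355 from the logistic model's F test, moderated with limma, with Benjamini-Hochberg adjustment). Its expression was also lower in BN, with a log2 fold change of -1.62 (standard error 0.24, adjusted p = 0.000988 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The promoter CpG of Hoxc10 at position 144576953 of chromosome 7 differed by -11.6 points and was not a DMC (adjusted p = 0.351 from the logistic model's F test, moderated with limma, with Benjamini-Hochberg adjustment), while its expression was higher in BN by 0.87 on the log2 scale. At NP, the 4 promoter CpGs of RT1-CE5 whose position could be found were DMCs, with differences of -25.1 to -23.9 points.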

Altogether, pregnancy-dependent and rat-strain-dependent DEGs did not correlate with changes in promoter methylations.

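Over both comparisons of the strains, the listed pairs of a CpG and a gene in promoters that were found at a single position numbered 4 at NP, at 1 gene, and 9 at P18, at 3 genes, by the table's annotation. At NP the table lists 2 further promoter values of this gene, RT1-CE5, which were each found at more than 1 position. In introns there were 25 such pairs at NP and 49 at P18, and in exons 14 and 18. From the overlaps of DMRs with DEGs, the paper concludes that the DEGs of pregnancy and of rat strain did not follow changes in promoter methylation.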

We validated the integration analysis by studying two genes with potential impact on kidney metabolism/function. First, we investigated the expression (Fig 8A) and promoter methylation (Fig 8B) of metallothionein 1 (*Mt1*), the only gene that showed overlapping promoter DMRs/DEG in opposite direction.

**Fig 8:**
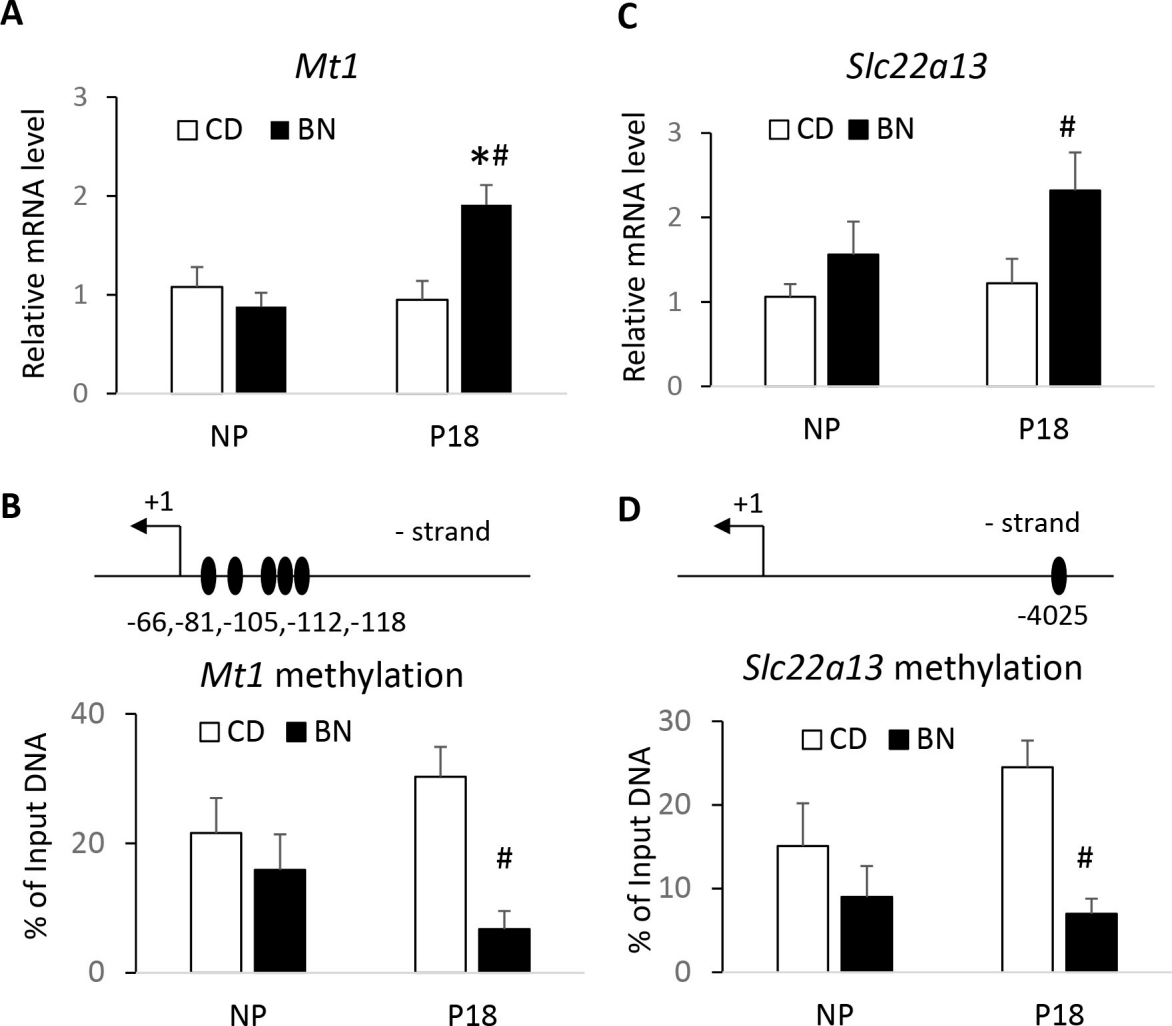
Validation of integration analysis of DEGs/DMRs. DEGs were validated by real-time PCR and DMRs by MeDIP. mRNA abundance (A) and promoter methylation (B) of metallothionein 1 (*Mt1*). mRNA abundance (C) and 1-5kb methylation (D) of solute carrier organic cationic transporter family 22 member 13 (*Slc22a13*). mRNA levels are shown as fold of CD NP values, and % methylation is calculated as % of input gDNA levels. The number and position, relative to the TSS, of the CpGs studied is also shown. Bars represent the average ± error, n = 5 rats/group. *p<0.05 P18 vs NP, ^#^p<0.05 BN vs CD.

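Mt1 (ENSRNOG00000038047) was at 82.9 ± 23.3 CPM (SD, n = 3) in BN-P18 and 38.5 ± 10.8 CPM in CD-P18, a log2 fold change of 1.10 or 2.14-fold (standard error 0.22, adjusted p = 0.00713 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and stayed a DEG with each rat left out (0.88 to 1.35). Its reads can be shared with the other metallothionein genes. The 5 CpGs lie on the minus strand of chromosome 19 (Rnor6.0). At position 11303004, in the 5'UTR by the paper's table, no read was methylated in BN-P18 and 12.2 ± 1.94% of reads in CD-P18, with 25 to 70 reads per rat. The difference of pooled reads was -11.9 points (adjusted p = 0.017 from the logistic model's F test, moderated with limma, with Benjamini-Hochberg adjustment). At the promoter CpGs, the pooled differences were -26.8 points at 11303019, -19.6 at 11303043, -33.7 at 11303050 and -31.1 at 11303056, with adjusted p from 5.22e-05 to 4.71e-10 (the logistic model's F test, moderated with limma, with Benjamini-Hochberg adjustment) and 27 to 72 reads per rat. At 11303050, BN-P18 had 0% in each rat and CD-P18 33.3 ± 4.07%. At every CpG all 3 CD-P18 rats lay above all 3 BN-P18 rats (exact two-sided permutation test, p = 0.1, the smallest possible), and the nearest covered CpG, at most 15 bases away, differed in the same direction. The strains also differed at NP, where 11303050 was methylated in 39.7 ± 9.68% of reads in CD and in 0% in BN. The difference at 11303043 varied most between rats, at 17.3 ± 12.9% in CD-P18. The interaction of pregnancy with strain in Mt1 expression was not significant (0.96, adjusted p = 0.198 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed in 0 of 12 fits that left out a rat. DESeq2's Wald test with Benjamini-Hochberg adjustment called it (adjusted p = 0.0637). By these estimates, most of the expression difference of 1.10 at P18 was absent at NP, although the interaction was not settled. The methylation difference at 11303050 was thus present at NP without an expression difference of like estimated size.

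**Figure D3:**
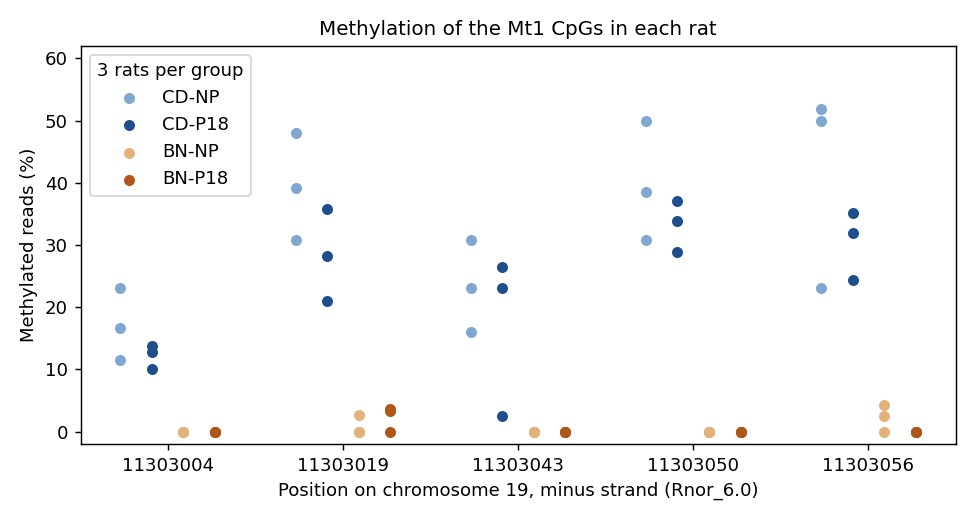
Percent of methylated reads at the 5 Mt1 CpGs in each of the 12 rats, in order of position on chromosome 19 (not to scale), with 1 point per rat and a colour per group. The BN rats of both stages lie between 0 and 4.35% at all 5 CpGs, and the CD rats between 2.56 and 51.9%.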

Our omics analysis showed a 2.1-fold upregulation of *Mt1* mRNA and hypomethylation at 4 promoter CpGs (~30% difference), and 1 CpG at the 5’UTR (~12% difference) in pregnant BN rats compared to pregnant CD rats (S3 Table). Real-time PCR confirmed a significant 2.1-fold upregulation of *Mt1* expression in pregnant BN over pregnant CD (Fig 8A). MeDIP of a 120 bp promoter region containing 5 DMRs showed that pregnant CD rats had a 23.6% higher methylation of that region compared to pregnant BN rats. Of interest, real-time PCR demonstrated a significant upregulation of *Mt1* in pregnant BN in comparison with non-pregnant BN (Fig 8A) absent from the RNA-seq analysis. 

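In the RNA-seq data, Mt1 was at 71.9 ± 7.14 CPM (SD, n = 3) in BN-NP. Its log2 fold change in BN-P18 was 0.20 (standard error 0.21, adjusted p = 0.83 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped, and without BN-P18 replicate 1 the change was -0.012.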

Second, we studied the mRNA expression and methylation levels at 1-5kb region of *Slc22a13*, an organic anion/urate transporter belonging to the solute carrier family. 

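Slc22a13 (ENSRNOG00000056476) was at 142 ± 21.8 CPM (SD, n = 3) in BN-P18 and 55.3 ± 10.4 CPM in CD-P18, a log2 fold change of 1.36 or 2.57-fold (standard error 0.18, adjusted p = 0.000471 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and stayed a DEG with each rat left out (1.26 to 1.52). Its change with pregnancy differed between the strains by 1.18 on the log2 scale (standard error 0.25, adjusted p = 0.0606 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call kept in 4 of 12 fits that left out a rat, with sizes of 1.08 to 1.36. The CpG at position 127904462 of the minus strand of chromosome 8 (Rnor6.0) was methylated in 30.2 ± 7.44% of reads in BN-P18 and 58.5 ± 12.9% in CD-P18, with 30 to 64 reads per rat. The pooled reads gave 29.9 and 56.5%, a difference of -26.6 points (adjusted p = 0.00417 from the logistic model's F test, moderated with limma, with Benjamini-Hochberg adjustment), and -30.9 to -21.2 points with a rat left out. All CD-P18 rats lay above all BN-P18 rats (exact two-sided permutation test, p = 0.1, the smallest possible). No other tested CpG lay within 50 bases, so the difference rests on a single CpG. At NP the levels were 30.8 ± 7.23% in BN and 47.8 ± 10.7% in CD.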

Omics analysis showed a 2.6-fold upregulation of *Slc22a13* mRNA and hypomethylation of 26.6% at a single CpG site at -1583 of the TSS (1–5 kb region) in pregnant BN rats compared to pregnant CD rats (S3 Table). We found a 2.04 fold increased expression and a 17.5% hypomethylation of a region containing this CpG in pregnant BN compared to pregnant CD rats (Fig 8C and 8D).

## Discussion

We are reporting renal maladaptation to pregnancy induced physiological and molecular changes in BN rats. Previous reports have shown that BN rats are a useful model of placental insufficiency caused by shallow trophoblast invasion and remodeling of uterine arteries [27–29]. Placental complications include reduced uteroplacental blood flow with increased angiogenesis; associated with fetal growth restriction and fetal resorption that is worse in early to mid-gestation with subsequent catch-up growth in the last days of gestation [15, 16, 27]. Longitudinal studies in BN rat pregnancies also showed mild-features of preeclampsia; we reported a rise in maternal blood pressure in day 14 of gestation with a 45 mm Hg increase by day 17, together with mild proteinuria [15]. An interesting feature of BN pregnancies is maternal 1,25-(OH)_2_-D deficiency [16] that has also been reported in preeclampsia [11, 17]. Although it is thought that the cause of vitamin D deficiency is derived from a defective placenta, dysregulation of vitamin D metabolism has been observed at pre-pregnancy and postpartum stages in women that developed preeclampsia [17]. In this study we found similar mild preeclampsia-like symptoms and confirmed maternal 1,25-(OH)_2_-D deficiency in BN pregnancies, albeit glomerular endotheliosis, a PE renal hallmark, was absent.

### Pregnancy-induced changes in renal function

Pregnancy is thought to increase GFR via cardiometabolic adaptations which include increased cardiac output and volume [30, 31]. Furthermore, the hormonal and growth factor milieu induce kidney hyperplasia which leads to a drastic increase in kidney size of about 25% [30, 31]. In accordance with these data, we found that the widely used CD rat model of healthy pregnancy showed a significant pregnancy-induced increase in GFR. In contrast, BN rat pregnancies showed a blunted increase in GFR and significant albeit mild increase in total protein-to-creatinine ratio. However, morphological studies did not reveal glomerular endotheliosis, a pathognomonic feature of preeclampsia. Some established models of preeclampsia like the reduced uterine perfusion pressure (RUPP) model and the transgenic renin-angiotensinogen rat model also lack glomerular endotheliosis [32–34], while the soluble Flt1 model of PE does have this feature, making the latter model more suitable to investigate renal damage induced by PE [34–36]. Another interesting finding was that pregnancy alone, but not rat strain, was a significant regulating factor in the renal parameters (Fig 1A and 1B) while rat strain alone and not pregnancy was significantly associated with cardiovascular parameters (S2C and S2D Fig). This suggests that the basal renal function of BN and CD rats did not differ at non-pregnancy and a similar direction of change was induced by pregnancy in both rat strains. In contrast, pregnancy induced a different adaptation in both heart rate and blood pressure with BN rats showing a significant pregnancy-increase in both parameters. Altogether, these findings suggest that the genetic/epigenetic background of BN and CD rats plays a stronger role in the maternal cardiovascular adaptation compared to the renal adaptation to pregnancy.

### Pregnancy-induced transcriptomic changes

Pregnancy-specific temporary changes in renal structure are likely to be preceded by changes in gene-pathway networks, induced by placental derived hormones and growth factors [37]. However, currently there is no data on renal transcriptomics and methylome changes in healthy or complicated pregnancies, either humans or animals. Therefore, this study is the first to uncover renal transcriptome and methylome changes in rat models of healthy and complicated pregnancies. We have found that pregnancy induced more transcriptomic changes in CD rats compared to BN rats, suggesting that BN rats show some level of resistance to pregnancy-induced stimuli. There were 60 DEGs that were common between CD and BN pregnant rats, representing only 20.2% and 34.4% of all DEGs induced by pregnancy in CD and BN rats, respectively. Of interest, integration of methylome with transcriptome data revealed that pregnancy-induced DEGs were not mediated via promoter methylation, thereby suggesting that pregnancy alters renal transcription via short-term transcriptional/translational and posttranslational mechanisms. The lower transcriptomic changes induced by pregnancy in BN rats could be due to placental insufficiency in the production/release of specific factors, intrarenal resistance to placental factors, or both. Previous studies have found progesterone receptor resistance in uterine tissue of BN rats [28], therefore it is possible that nuclear receptors, such as the estrogen receptor, show decreased activation leading to a smaller adaptation towards the same signal. Nevertheless, pathway analysis revealed similar canonical pathways induced by pregnancy in both rat strains, in particular antiviral and innate immune activation pathways, suggesting similarities between rat strains on pregnancy-regulation of key gene pathways. Of interest, there were similar activation of innate immune gene networks by pregnancy in FV1 mice [38], suggesting genetic conservation in molecular mechanisms of adaptation to pregnancy across mammalian species.

### Rat-strain dependent transcriptomic alteration

There is an important genetic component involved in various pregnancy complications. In this study, transcriptomic profiles revealed a higher number of rat strain-dependent DEGs than pregnancy-dependent DEGs that suggest an important role of the epigenetic/genetic background of each rat strain in regulation of renal genes. Of interest, there were many DMRs between rat strains, but integration of DEGs and DMRs revealed that DMRs were not positioned in promoters or CpG islands. Therefore, rat strain-dependent DEGs are likely a result of CpGs on non-promoter regions together with rat-strain specific genetic polymorphisms. Furthermore, there were more DEGs between rat strains when there were compared at pregnancy stages. These data suggest that the genetic/epigenetic background interacts with the pregnancy environment. This was clearly seen by the differential activation/inhibition of canonical pathways. For instance, at non-pregnancy, BN kidney transcriptomic profiles showed inhibition of the ‘acute phase reaction’, ‘LPS/IL1 inhibition of RXR function’, and ‘coagulation pathways’, compared to non-pregnant CD rat kidneys. In contrast, at pregnancy, there was activation of the former 2 inflammatory pathways in BN compared with CD rats. Altogether, rat strain specific DEGs could participate in the predisposition of BN towards renal mal-adaptation to pregnancy. For example, the pro-inflammatory transcription factors *Fos*, *FosB*, and *JunB* were upregulated, while pro-remodelling factors such as *Mmp9* were downregulated in kidneys of pregnant BN rats compared with pregnant CD rats. *Fos* is an important upstream regulator implicated in human adult kidney disease as well as in animal models of glomerulonephritis [39, 40]. Other novel findings are related to metabolic gene differences between rat strains, where the superpathway of cholesterol biosynthesis, the LXR/RXR activation, and glutathione detoxification were upregulated in BN compared to CD rats. CD rats, on the other hand show significantly higher detoxification pathways for lipid peroxides and fatty acid metabolism. We confirmed that BN rat kidneys express higher levels of PPARA, a master upstream regulator of lipid/cholesterol metabolism, cell proliferation, angiogenesis, and inflammation [41], than CD rat kidneys at both non-pregnancy and pregnancy stages. Increased renal nuclear PPARA in BN rats could play a protective mechanism against metabolic stress during pregnancy. Furthermore, PPARs have shown an important role in the maternal adaptation to pregnancy [42] although most studies have been centered on utero-placental PPAR with no studies on maternal renal PPAR. Future research on metabolism of major pathways such as fatty acids and cholesterol in the development of organ damage is therefore warranted.

### Renal transcriptome was regulated by rat strain x pregnancy

This is the first study to show that CD rats present renal adaptations that include negative feedback mechanisms on pro-inflammatory transcription factor RELA as well as on renal PDGF-BB. In contrast BN rats’ adaptation to pregnancy includes activation of RELA and PDGF-BB. PDGF-BB has multiple roles in health and disease [43], in the kidney is a key mediator of mesangial cell proliferation and vascular repair, and plasma PDGF-BB levels are increased in adult renal and cardiovascular diseases [43, 44]. Furthermore, increased maternal plasma PDGF-BB has been observed in pregnancy-induced hypertension and preeclampsia [45] and increased uteroplacental PDGF-BB has been proposed to have a role in defective spiral artery remodeling [46]. Therefore, increased renal PDGF-BB is likely to contribute to the transcriptional and functional changes induced by pregnancy in the BN rat. In addition, the activation of renal RELA in BN pregnancies is in accordance with our previous study showing increased maternal plasma levels of interleukin 6, interferon gamma, and immunoglobulin G in pregnancy compared to non-pregnancy [26], and confirms the canonical pathway activation of ‘acute phase reaction’ in BN rat pregnancies. Of interest, although maternal plasma levels of pro-inflammatory mediators (such as interleukins and TNFs) are elevated in multiple pregnancy disorders [47], very little is known on the maternal organ-specific response to these circulatory factors. This study in conjunction with our previous study on plasma proteomic changes in BN rat pregnancies [26] suggests that the maternal kidney responds to plasma pro-inflammatory cytokines with increases in both NF-kB and AP-1 pro-inflammatory transcription factor activation with subsequent changes in renal transcriptome.

Lastly, pregnancy had a striking interaction with rat strain in terms of vitamin D metabolism. BN rats show lower levels of 25-OH-D but higher levels of 1, 25-(OH)_2_-D at non-pregnancy, with a drastic pregnancy-induced switch towards a 10-fold decrease in maternal plasma 1, 25-(OH)_2_-D levels compared to CD rats. We have observed these features in various different rat cohorts [15, 16]. In addition, we have shown similar pregnancy-induced increases in maternal plasma 1, 25-(OH)_2_-D levels in other species such as sheep and baboon [48, 49]. Pregnant women also experience a significant 2-3-fold increase in maternal plasma 1, 25-(OH)_2_-D levels while women with preeclampsia show smaller increases of this metabolite [10–12, 17]. Although it is thought that vitamin D metabolic dysregulation in preeclampsia is the result of a defective placenta, it is likely that maternal renal dysregulation has an important role in maternal vitamin D metabolic dysregulation. In this study we are showing decreases in maternal plasma 1, 25-(OH)_2_-D levels in the BN rat are due to renal downregulation of *Cyp27b1* (final activation step) and upregulation of *Cyp24a1* (main inactivating step). In contrast, the renal expression of these metabolic enzymes is not affected by pregnancy in CD rats, highly suggesting that increased maternal plasma 1, 25-(OH)_2_-D levels in CD rats is not due to increase renal biosynthesis, but due to an additive effect of placental biosynthesis of 1, 25-(OH)_2_-D. In contrast, this study has shown that in BN rat pregnancies, renal maladaptation is sufficient to explained the drastic deficiency of 1, 25-(OH)_2_-D. Based on various studies, we hypothesize that in CD rat pregnancies, placenta-derived factors induce renal adaptations that include VDR resistance to 1, 25-(OH)_2_-D activation, leading to unaltered levels of *Cyp24a1* and *Cyp27b1*. This VDR resistance can be caused by pregnancy-induced proteasome-degradation of VDR, and would prevent the maternal kidney from sequestering the circulating 1, 25-(OH)_2_-D so that it would be available to the uterus, placenta and fetus. In contrast, we propose that in BN rats, placental insufficiency releases additional pro-inflammatory factors that activate renal pro-inflammatory gene pathways; leading to intrarenal use of plasma 1, 25-(OH)_2_-D to counteract these effects and maintain renal homeostasis. This leads to VDR-dependent upregulation of *Cyp24a1* and downregulation of *Cyp27b1*. One caveat of the increased intrarenal usage of 1, 25-(OH)_2_-D in BN pregnancies is that the current transcriptomic profile is missing multiple vitamin D-sensitive DEGs as shown by transcriptomic studies of 1, 25-(OH)_2_-D-treated non-pregnant animals [50, 51]. Although discrepancies between these transcriptomic profiles derived from non-pregnant animal models could be due to the presence of pregnancy-specific growth factors and hormones, VDR ChIP studies are required to confirm this hypothesis. In sum, we believe these data highly suggest that renal maladaptation to pregnancy could contribute to metabolic dysregulation and vitamin D deficiency observed in pregnancy complications such as preeclampsia.

## Conclusion

This study has several strengths that include parallel studies of transcriptomics with methylomics, functional and morphometric studies of glomeruli, and analysis of circulating vitamin D levels. However, limitations include the estimation of GFR in unconscious rats, the study of pregnancy induced omics and renal function assays using different rat cohorts, and the use of whole kidney sections instead of glomeruli for omics studies. The lack of glomerular endotheliosis in pregnant BN rat kidneys limits the usefulness of this rat strain in the study of PE renal pathology. Nevertheless, we have shown novel transcriptomic/methylomics changes in rat models of healthy and complicated pregnancies. Key findings include pregnancy-induced activation of innate immune gene pathways in both rat strains, and rat strain x pregnancy interaction in the metabolism of cholesterol, fatty acids, and hormones such as vitamin D. Dysregulation of maternal renal response to pregnancy is responsible for the pronounced decreases in 1, 25-(OH)_2_-D levels in the maternal circulation. We conclude that the BN rat is a useful model to understand the mechanisms of placental insufficiency and the integrated response of the maternal organism.

## Supporting information

S1 Fig Rat cohorts with corresponding assays. Each cohort consisted of 4 groups of rats (n = 5 rats per group).
(TIF) Click here for additional data file.

S2 Fig Pregnancy outcomes in rat studies A and B. Study A cohorts: A) Fetal and placental weights (the weights of all pups within a litter were averaged and counted as 1, n = 5 litters), B) Litter size. Study B cohorts: C) Maternal Heart Rates and D) Maternal Mean Arterial Blood Pressure were measured in anesthetized rats. Bars represent the mean +/- error (n = 5 rats/group). * p<0.05 NP versus P18; # p<0.05 BN compared with CD rats strain.
(TIF) Click here for additional data file.

S3 Fig Sequencing quality of representative RNA-seq (A, C, E, G) and RRBS (B, D, F, G) reads. A and B, Phred quality scores at each position. The central red line is the median value. C and D, Per base sequence content after adaptor sequence removal. E and F, Sequence duplication levels. G and H, GC distribution over all sequences.
(TIF) Click here for additional data file.

S4 Fig Metrics of sequence mapping. RNA-seq sequences were mapped to rat genome Rnor 6.0 using STAR. RRBS sequences were mapped to Rnor 6.0 methylation genome (prepared by Bismark) using Bowtie 2.
(TIF) Click here for additional data file.

S5 Fig Pregnancy-induced upregulation of maternal renal IRF7 protein levels in both CD and BN rat strains. SDS-PAGE of total protein extracts (50μg) was followed by immunoblotting for IRF7 as explained under methods. A) Bar graph show the averages ± error (n = 5 rats/group). B) Representative immunoblots. *p<0.05 NP vs. P.
(TIF) Click here for additional data file.

S1 Table SYBR green primers for qPCR. (DOCX) Click here for additional data file.

S2 Table Primary antibodies used for western blotting. (DOCX) Click here for additional data file.

S3 Table Transcriptome and methylome reads map summary. (XLSX) Click here for additional data file.

S4 Table DEG and DMC lists. (XLSX) Click here for additional data file.

S5 Table Pregnancy-induced canonical pathways and upstream regulators. (XLSX) Click here for additional data file.

S6 Table Rat strain-dependent canonical pathways and upstream regulators. (XLSX) Click here for additional data file.

S7 Table Integration of DEGs with DMRs. (XLSX) Click here for additional data file.

## List of abbreviations

BN rats: Brown Norway rats
CD(SD) rats: Cesarean-derived Sprague-Dawley
CAR: constitutive androstane receptor
D: vitamin D
DEG: differentially expressed gene
DMR: differentially methylated region
FGR: fetal growth restriction
FLT1: fms-like tyrosine kinase-1
GFR: glomerular filtration rate
LXR: liver X receptor
NP: non-pregnant
P18: pregnant at day 18
PE: preeclampsia
PPAR: peroxisome proliferator-activated receptor
PRR: pattern recognition receptors
RXR: retinoid X receptor
VDR: vitamin D receptor
VEGF: vascular endothelial growth factor

# Supplementary material for: Renal functional, transcriptome, and methylome adaptations in pregnant Sprague Dawley and Brown Norway rats
**Source:** PLoS One. 2022 Jun 16;17(6):e0269792. doi: 10.1371/journal.pone.0269792
**Supplement:** S1 Table

Supplementary Table 1: SYBR green primers for qPCR

| Gene | Primer sequences | Product size bp | Accession number |
| --- | --- | --- | --- |
| *Cyp27b1* | Fw 5’-CACCCATTTGCATCTCTTCC-3’  Rv 5’-GATGGATGCTCCTCTCAGGT-3’ | 187 | NM_053763.1 |
| *Cyp24a1* | Fw 5’-CAAACCTTGGAAAGCCTATCG-3’  Rv 5’-CTTTGCCACTCCTGTCCTT-3’ | 78 | NM_201635 |
| *Oas1a* | Fw 5’- GTGGTTCCCCAGTGAGTTCC -3’  Rv 5’- TCACTGTGTCAAGGTCCTGC -3’ | 140 | [NM_138913.1](https://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&id=25742703) |
| *Ifi27* | Fw 5’-ACTTACATCACTGGGTTTGGCT-3’  Rv 5’-GGAGGCAATAGAAGCCACCA-3’ | 93 | NM_203410.1 |
| *Fos* | Fw 5’-GAGCCGGTCAAGAACATTAGCA-3’  Rv 5’-GAAGGAACCAGACAGGTCCACAT-3’ | 136 | NM_022197.2 |
| *Mmp9* | Fw 5’- GATCCCCAGAGCGTTACTCG -3’  Rv 5’- GTTGTGGAAACTCACACGCC -3’ | 132 | [NM_031055.1](https://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&id=13591992) |
| *Nr1d1* | Fw 5’- CCGTGACCTTTCTCAGCACGA -3’  Rv 5’- GGAATTCTCCATTCCCGAGCG-3’ | 271 | [NM_001113422.1](https://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&id=164663888) |
| *Pigr* | Fw 5’-GGTCTATGGAGAAACTACAGCCA-3’  Rv 5’-CCAGGGTGGAGAATAGGACTTTG-3’ | 293 | NM_012723.4 |
| *Actb* | Fw 5’-GGCCAACCGTGAAAAGATGA-3’  Rv 5’-GACCAGAGGCATACAGGGACA-3’ | 101 | NM_031144.3 |
| *Mt1* | Fw 5’-CTCCTGCAAGAAGAGCTGCTG-3’  Rv 5’-GCAGCACTGTTCGTCACTTC-3’ | 124 | [NM_138826.4](https://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&id=82617664) |
| MeDIP *Mt1* | Fw 5’- GCAACGGTGTAAGCGACAAG -3’  Rv 5’- AACCGCCAACTGAGTGCAAA -3’ | 127 | NC_005118.4 |
| *Slc22a13* | Fw 5’-GGAACAGTACCACAAGGCGA-3’  Rv 5’-GTTTTGTAGGACCGTGGGGG-3’ | 156 | [NM_001126285.1](https://www.ncbi.nlm.nih.gov/nucleotide/187282170?report=gbwithparts) |
| MeDIP *Slc22a13* | Fw 5’-AAAGCCAACTCCTAGCTCCG-3’  Rv 5’-CAGGAGGTCAGCCAAGTCAC-3’ | 159 | NC_005107.4 |

# Supplementary material for: Renal functional, transcriptome, and methylome adaptations in pregnant Sprague Dawley and Brown Norway rats
**Source:** PLoS One. 2022 Jun 16;17(6):e0269792. doi: 10.1371/journal.pone.0269792
**Supplement:** S2 Table

Supplementary Table 2: Primary antibodies used for Western Blotting

| Antibody | Species | Dilution | Company | Catalog # |
| --- | --- | --- | --- | --- |
| IRF7 | Rabbit | 1:1000 | Cell Signaling Technology | D8V1J |
| PPARA | Mouse | 1:1000 | Novus Biologicals | NB300-537 |
| PDGF-B | Mouse | 1:200 | Santa Cruz Biotechnology | SC-365805 |
| NF-kB p65 (RELA) | Rabbit | 1:1000 | Cell Signaling Technology | D14E12 |
| β-Actin (ACTB) | Mouse | 1:5000 | Sigma Aldrich | A5441 |
| HSP90 | Rabbit | 1:2000 | Proteintech | 13171-1-AP |
| TBP | Mouse | 1:1000 | Abcam | ab51841 |

How the deposited data were processed for this re-analysis (not part of the article)

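Kidney cross-sections of 3 Sprague Dawley (CD) and 3 Brown Norway (BN) rats per stage, non-pregnant (NP) and at pregnancy day 18 (P18), gave 12 RNA-seq and 12 RRBS libraries. Every library was assigned to its group and replicate number from its deposited label, which names strain, stage and number. The groups compared were CD-P18 with CD-NP, BN-P18 with BN-NP, BN-NP with CD-NP and BN-P18 with CD-P18.

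For RNA-seq, the authors trimmed the reads with Trimmomatic, aligned them to Rnor6.0 with STAR at default settings, counted reads per gene with HTSeq-count and deposited the raw counts with 1 column per library. The program versions, the use of strand and the annotation release are not named in the methods. Of all entries in the deposited count table, 72.5 to 75.6% per library stand in the summary lines of HTSeq-count rather than on a gene. Entries without a feature made up 28.2 to 31.4% and entries of reads aligned to several places 42.1 to 47.1%, and these lines stayed out of library sizes and tests. There were 30947314 to 43156708 entries per library, against 20951464 to 29717315 input reads in the paper's alignment table. These percentages are therefore not shares of reads. Between 8274159 and 11879451 reads per library were counted on genes, with a median of 9610369.5. Genes with near-identical copies lose reads in this counting, and antisense or overlapping genes can share them. The 10 genes with the most reads held 17.8 to 21.1% of the gene counts.

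For RRBS, the authors trimmed the reads with Trim Galore, the NuGEN diversity trimming and N6 de-duplication scripts, aligned them to Rnor6.0 with Bismark at default settings, and deposited per library a list in the format of methylKit. Each line of a deposited list gives a CpG on 1 strand, its coverage as a count of reads, and the percent of these reads that were methylated (C) or unmethylated (T). The lowest coverage found in the lists was 5 reads. The methylated reads of a CpG were recovered as its coverage times its percent. Coverage summed over CpGs was 21669162 to 44738436 reads per library. A C-to-T variant in a rat's own genome counts as an unmethylated C in these values. De-duplication by molecular tags preceded the deposited counts, so intervals between reads cover counting error only.

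Differential expression used R 4.3.3 with edgeR 4.0.16. Of 32883 genes, the 14212 kept by filterByExpr with the 4 groups were tested. The paper's methods name a minimum of 1 CPM in all samples, but the paper's gene table lists genes below it, so that minimum (12648 genes) was used as an alternative. Libraries were scaled by TMM, and 1 quasi-likelihood fit over the 12 libraries without covariates gave the 4 comparisons and the interaction of pregnancy with strain. DEGs had a Benjamini-Hochberg adjusted p under 0.1 and a fold change over 1.25, and interaction genes an adjusted p under 0.1. Standard errors of log2 fold changes were derived from the F statistic. Levels are CPM after scaling. Folds against a group with no more than 3 reads in every library were computed against 3 reads and are lower bounds. Principal components and distances used log2 CPM with a prior count of 2, scaled per gene.

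Gene lists for interferon response, cholesterol, acute phase, circadian clock, immediate early genes, macrophages, proximal tubule, medulla and podocytes were written from general knowledge. They were tested as sets with camera and fry of limma 3.58.1 only where at least 80% of the genes had values, which held for the interferon list. The preset correlation in camera was 0.01. Counts adjusted over the list alone used an adjusted p under 0.1. The count table gives Ensembl identifiers without symbols. Symbols were paired with identifiers by matching the log2 fold changes and mean levels of the paper's Supplementary Table S4 with the same comparisons of the deposited counts. This paired 3063 of the 3064 symbols in the table. Of 2648 symbols with a match from a single comparison, 2647 also matched in the others. With the sign of the fold changes turned, 7.96% of symbols found any identifier. Of the tested genes, 2926 have a symbol. That table lists genes with an unadjusted p under 0.01 in a comparison of these same samples, so the genes of a list that have values lean towards genes that changed, and counts adjusted over the list alone are not independent evidence.

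CpGs with at least 10 reads in all 12 libraries (404069) were tested. A logistic model of methylated and unmethylated reads was fitted per CpG to the 6 libraries compared. Its dispersion was moderated with limma's squeezeVar, with a trend over coverage and a prior taken from CpGs with a pooled level of 10 to 90%, and was never under 1. CpGs outside that range took the larger of the prior and their own dispersion. A prior taken from all CpGs was replaced after it had made false calls on simulated reads. DMCs had a Benjamini-Hochberg adjusted p under 0.05 from the F test and a difference over 10 points between pooled reads. The deposited lists name the CpGs by chromosome, position and strand of Rnor6.0. No annotation of that build was used here, so CpGs carry the gene and feature given in the paper's Supplementary Table S7, whose values were found again in the deposited lists by the gene's chromosome and the methylation difference. CpGs of the paper's tables without 10 reads in all 12 libraries were taken from a second fit of the CpGs with 10 reads in the 6 libraries compared, with its own adjustment. Mean methylation was compared with exact two-sided permutation tests, whose smallest p for 3 rats against 3 is 0.1. Tables were joined with data.table 1.17.8 in R and with Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9).

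Both tests were tried on simulated data. Of 200 genes changed 2-fold among 14036, the RNA-seq test recovered 158 and called 13 unchanged genes, and it called 0 genes with nothing changed. Of 200 CpGs shifted by 30 points among 404069, the RRBS test recovered 78 and called 2 unchanged CpGs. With shifts of 50 points it recovered 185 and called 9 unchanged CpGs. With nothing changed it called 0.

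The genes named in the text are those that the paper's results name for the comparison, and in each comparison the 3 tested genes with the smallest adjusted p. The CpGs are those the paper names and in each comparison the 3 DMCs with the smallest p. Results on some of these genes are not reported here. Npas2, Cry1 and Mrc1 were added after their values had been seen. The design of each test, the gene lists, this rule and 110 alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 with its size factors, upper-quartile scaling, other filters on low counts, other thresholds, fits of the 6 libraries compared, the replicate number as a block, other coverage minimums, other models of the dispersion, other sets of CpGs for mean methylation and principal components, and leaving out each library in turn. Methylation by genomic feature and by distance to the TSS was left out for want of an annotation of the build. Pathway scores, PCR, immunoblots and MeDIP were not analysed here. The copy used of the CpG table for CD pregnancy in Supplementary Table S4 holds 406 lines with 424 left out, so no overlap test was run on it.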

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

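The tests of single libraries, of scaling, of macrophage genes and of the time of day were chosen only after the interactions had been seen, while the divisions of the rats into other groups were set beforehand.

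The change with pregnancy differed between CD and BN rats for 134 genes, by a test of the interaction of pregnancy with strain at an adjusted p under 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper compares lists of DEGs between the strains and does not report this test. Against scaling as the whole explanation, 115 of the 134 genes stayed past the threshold with upper-quartile scaling, 63 of 63 with a higher and 52 of 71 with a lower change in BN. The smallest interaction among the 134 genes was 0.36 on the log2 scale in absolute size, and the change of scaling moved the interaction of all genes by a median of 0.033. The balance of directions does depend on the scaling, as 72 of 124 genes had the higher change in BN with upper-quartile scaling. By the number of genes alone, a chance division of the rats is not excluded, since 5 of 100 divisions of the rats of each strain, the real one included, gave at least as many. The other 4 kept all CD rats in their groups and gave 275, 596, 559 and 140 genes. In the last 3 of these, NP and P18 were exchanged for all or most BN rats, which turns a change common to both strains into a difference between them, and in the first, 1 BN rat of each group was exchanged. Of the 57 divisions that exchanged the stages for most rats of neither strain, a choice made after these values had been seen, 2 gave as many, the real one included. Single rats moved the number as well, to 282 without CD-NP replicate 1 and to 50 without BN-P18 replicate 2. An effect of strain on the adaptation to pregnancy is a further open explanation, which the design cannot separate from chance by this number alone.

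For Fmo2 and Mrc1, the interaction was -1.87 and -2.08 on the log2 scale (standard errors 0.19 and 0.27), with adjusted p of 0.00254 and 0.00698 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mrc1, the mannose receptor of macrophages, was singled out after its values had been seen. It was at 18.9 ± 1.11 CPM (SD, n = 3) in CD-P18 and 5.15 ± 0.67 CPM in CD-NP, and at 6.88 ± 1.91 CPM in BN-P18 and 7.91 ± 1.04 CPM in BN-NP. A single aberrant library is argued against, since both interactions stayed past the threshold in each of 12 fits that left out a rat. More macrophages in the CD-P18 tissue would give their genes similar interactions. Of 12 macrophage genes 8 had values, and the interactions of all 7 besides Mrc1 lay nearer to 0 than that of Mrc1 by over 2 standard errors, from -1.02 to 0.36 with a median of -0.08. These standard errors do not allow for the choice of Mrc1 by its values, which favours such gaps. The median of -0.08 against -2.08 for Mrc1 still argues against the number of macrophages as the whole source of the Mrc1 interaction. Apart from Mrc1, only C1qb among the 8 passed the threshold, with an interaction of -1.02 (adjusted p = 0.0868 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A subset of macrophages and the state of the cells stay open, and Fmo2 is not a gene of that list. A different response of the strains to pregnancy stays open as well, as a hypothesis.

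The interactions of C7, Slc22a13 and Cyp24a1 were -1.02, 1.18 and 4.25 on the log2 scale (standard errors 0.21, 0.25 and 0.97), with adjusted p of 0.0506, 0.0606 and 0.0878 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). They stayed past the threshold in 6, 4 and 3 of 12 fits that left out a rat. The call itself and the weight of a single aberrant library therefore cannot be told apart, since the fits without a rat also have fewer rats. The size of the difference argues against a single library as its whole source, as the fitted values nearest to 0 without a rat were -0.91 for C7, 1.08 for Slc22a13 and 3.06 for Cyp24a1. In CD rats, Cyp24a1 varied widely, with an SD of 59.3 CPM at P18 and 77.7 CPM at NP. The strains' response to pregnancy was not tested apart from this.

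Among genes of the circadian clock, the interactions were 2.54 for Npas2, 1.66 for Nr1d1 and -1.76 for Cry1 on the log2 scale (standard errors 0.33, 0.22 and 0.28), with adjusted p of 0.00698, 0.00698 and 0.0204 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Npas2 and Cry1 were singled out after their values had been seen. In CD, Npas2 fell from 13.7 ± 5.63 to 3.28 ± 0.12 CPM (SD, n = 3) while Cry1 rose from 4.61 ± 0.69 to 14.6 ± 0.51 CPM. The BN levels were 8.69 ± 0.75 and 12.1 ± 1.36 CPM for Npas2 and 7.81 ± 2.20 and 7.34 ± 0.91 CPM for Cry1 at NP and P18. A single aberrant library is argued against, as these interactions held in all 12 fits that left out a rat. All 8 clock genes with values were DEGs in CD pregnancy, with Arntl, Npas2 and Nr1d1 lower and the other 5 higher. Tissue taken at another time of day in CD-P18 than in CD-NP would give such opposite phases, and so would a shift of the clock by pregnancy in CD rats, and these cannot be told apart because the hour of collection is not named in the paper's text.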

How the results depend on the processing

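The 110 alternatives changed 1 choice at a time. Of 127 summaries of a comparison under another setting than leaving out a rat, 80 kept their direction and their size within the limits used, 43 moved and 4 reversed. For named genes in the 4 comparisons of groups, the only such setting counted was DESeq2 in place of edgeR. With it, 55 of 56 values stayed on their side of the threshold. The other, Fos between strains at NP, passed it (adjusted p = 0.0818, DESeq2's Wald test with Benjamini-Hochberg adjustment). The interactions of Mt1, Ifi27 and RT1-CE7 had adjusted p of 0.198, 0.132 and 0.143 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and passed in 0, 3 and 1 of 12 fits that left out a rat. With DESeq2's Wald test all 3 passed (adjusted p = 0.0637, 0.091 and 0.0606). Unless stated, the cause was not tested.

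With an adjusted p under 0.05 and a fold change over 1.5, there were 225 DEGs in CD pregnancy, 70 in BN pregnancy, 496 between strains at NP and 616 at P18, with 31 shared by the pregnancy and 224 by the strain comparisons, and 64 genes had an interaction at an adjusted p under 0.05. The lower numbers follow from the stricter thresholds. With an unadjusted p under 0.01 and a fold change over 1.5 upward or a log2 fold change under -1 downward, the DEGs numbered 307 in CD pregnancy, 513 at NP and 587 at P18, and 227 were shared by the strain comparisons. Without a filter on low counts, 352 genes were DEGs in BN pregnancy, 125 were shared by both pregnancy comparisons and 329 had an interaction. DESeq2 called 322 genes with an interaction. A fit of the 6 BN libraries alone called 128 DEGs in BN pregnancy. Upper-quartile scaling moved no number of DEGs by more than 1.5 times, and the median log2 fold change of all genes by 0.03 or less.

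Replicate numbers recur in all groups, and nothing in the paper or the data ties equal numbers together. Deviations from the group means had a mean correlation of 0.003 between RNA-seq libraries with the same number (3 of 18 pairs over 0.1) and of 0.001 between RRBS libraries (0 of 18). With the number as a replicate block, the DEGs were 704 in CD pregnancy, 286 in BN pregnancy (136 upregulated and 150 downregulated), 1274 at NP and 1414 at P18, with 106 and 520 shared. The interaction held for 235 genes in the fit with the replicate block, and the DMCs were 452 in CD pregnancy, 1 in BN pregnancy, 2328 at NP and 2055 at P18. The replicate block left the interferon list past the threshold in both pregnancy comparisons, with camera p of 1.35e-37 in CD and 2.31e-49 in BN, and not between strains (0.661 at NP and 0.581 at P18).

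The share of RNA-seq component 1 was 58.3% over the P18 strain DEGs alone, genes chosen for differing between strains, and 35.3% without scaling of the genes. Component 2 held 11.1 and 12.7% in these settings. In the methylome, component 1 held 22.8% over CpGs with a mean level of 10 to 90%.

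DMC numbers depended on coverage and on the model of the spread. With at least 20 reads in all 12 rats, 2 DMCs were left in CD pregnancy, 1 in BN pregnancy, 341 at NP and 245 at P18, since only 25285 CpGs could be tested. With 10 reads asked of the 6 rats compared alone, which brings in more CpGs, there were 462 in CD pregnancy and 4857 at P18. Without overdispersion the model called 724 and 10 DMCs in CD and BN pregnancy, and an unadjusted p under 0.001 called 737 and 242. With the dispersion of each CpG on its own, all 4 numbers were 0, while 1892, 1484, 4695 and 4601 CpGs had an unadjusted p under 0.05 in CD pregnancy, BN pregnancy, NP and P18. Each of these counts lies below the number that evenly spread p would give. A dispersion never under 1 and CpGs whose reads were all alike lower them, so they do not show an absence of differences. With unadjusted p for both lists, 1 gene had a DEG and a DMC in CD pregnancy.

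Mean methylation changed most with the CpGs that entered. Over all CpGs with 10 reads in the given rat, the difference of P18 from NP reversed to 4.19 points in CD and was 6.05 points in BN, and the difference of BN from CD reversed to 5.54 points at NP and was 7.40 points at P18. As methylated reads over all reads, these differences were 3.71 (reversed), 4.91, 5.44 (reversed) and 6.64 points. The sets of CpGs differ between rats by construction in both settings.

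Leaving out a rat at a time gave 327 to 715 DEGs in CD pregnancy, 27 to 228 in BN pregnancy, 657 to 1372 at NP and 963 to 1280 at P18, over 6 fits each. The lowest were without CD-P18 replicate 3, BN-NP replicate 1, BN-NP replicate 2 and BN-P18 replicate 2. Shared DEGs ranged from 18 to 77 for pregnancy and from 329 to 485 for strain, and interaction genes from 50 to 282, over 12 fits. The interferon list gave p from 1.81e-42 to 4.05e-33 in CD, from 6.53e-56 to 2.58e-40 in BN and from 0.243 to 0.697 at NP, and from 0.00178, without BN-P18 replicate 3, to 0.958 at P18 (limma's camera test). DMCs numbered 269 to 393 in CD, 0 (without BN-NP replicate 3) to 9 (without BN-NP replicate 2) in BN, 2076 to 2315 at NP and 1952 to 2365 at P18. Mean methylation differed by -0.48 to -0.33 points in CD, 0.003 to 0.11 in BN, -0.13 to 0.019 at NP and 0.36 to 0.46 at P18, so that the sign at NP reversed without CD-NP replicate 1. Reversed log2 fold changes were those of Cyp24a1 in CD (-0.20 without CD-NP replicate 1, -0.27 without CD-NP replicate 2, -0.20 without CD-P18 replicate 1 or 2, and up to 1.31, without CD-NP replicate 3), Nr1d1 in BN (-0.007 without BN-NP replicate 2, -0.073 without BN-NP replicate 3, -0.024 without BN-P18 replicate 1, up to 0.24) and Mt1 in BN (-0.012 without BN-P18 replicate 1, up to 0.40), none of which was a DEG there. Of 336 values of named genes in these fits, 310 kept their side of the threshold and 18 lost it.

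Depth limits the results on single CpGs. Of simulated shifts of 30 points, 78 of 200 were recovered, and of 50 points 185 of 200, so a CpG with a smaller shift can be missed. At 3 rats per group, 158 of 200 simulated 2-fold changes in expression were recovered. Methylation by genomic feature and by distance to the TSS, with its alternatives, was not run, as no annotation of the build was used here.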

Differences from the paper's values

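The tests behind the values below were chosen beforehand, apart from the ranks and the annotation of listed CpGs, which were looked up only after the results had been seen.

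Pregnancy in CD rats gave 669 DEGs against the paper's 297. Of 14 alternatives set before the data were examined, 5 came within 1.5 times of the paper's number: the stricter thresholds (225), the rule with an unadjusted p under 0.01, a fold change over 1.5 upward and a log2 fold change under -1 downward (307), and the fits without CD-NP replicate 2 (341), CD-P18 replicate 1 (389) or CD-P18 replicate 3 (327). The other 9, among them DESeq2, upper-quartile scaling, other filters and the block, did not. For DEGs specific to CD, 589 against the paper's 237, the same 5 of 14 came within that range, with 194, 241, 287, 332 and 281 genes, and the other 9 did not.

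By the p, FDR and fold changes that the paper's Supplementary Table S4 itself lists, the copy used here holds 295 genes in CD pregnancy, 172 in BN pregnancy, 474 between strains at NP and 569 at P18 past the unadjusted p rule. Past an FDR under 0.1 and a fold change over 1.25, the thresholds of the paper's methods, the same table holds 594, 164, 1062 and 1225 genes. The paper's printed counts of 297, 174, 475 and 569 lie nearer to those of the unadjusted p rule in every comparison.

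Between strains at NP there were 1191 DEGs against the paper's 475. Of 14 alternatives set before the data were examined, the stricter thresholds (496), the unadjusted p rule (513) and the fit without BN-NP replicate 2 (657) came within 1.5 times, and the other 11 did not. DEGs higher in BN numbered 544 against the paper's 277, and 5 of 14 alternatives came within that range: the stricter thresholds (209), the unadjusted p rule (300) and the fits without CD-NP replicate 2 (343), BN-NP replicate 2 (293) or BN-NP replicate 3 (406). DEGs lower in BN numbered 647 against the paper's 198, which the stricter thresholds (287) and the unadjusted p rule (213) approached, and the other 12 did not.

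Between strains at P18 there were 1365 DEGs against the paper's 569, and of 14 alternatives set before the data were examined the stricter thresholds (616) and the unadjusted p rule (587) came within 1.5 times, while 12 did not. DEGs higher in BN numbered 697 against the paper's 384, and 7 of 14 came within that range: the stricter thresholds (310), the unadjusted p rule (399) and the fits without CD-P18 replicate 1 (472), 2 (568) or 3 (535) and without BN-P18 replicate 2 (497) or 3 (569). DEGs lower in BN numbered 668 against the paper's 185, which only the unadjusted p rule (188) reached within 1.5 times, and the other 13 did not. DEGs shared by both stages numbered 473 against the paper's 205, with 224 and 227 under the stricter thresholds and the unadjusted p rule, and the other 18 of 20 alternatives did not come within 1.5 times. Of the top 30 strain DEGs, 66.7% were shared against the paper's 30%, for which no alternative was run.

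Among the genes and CpGs that Supplementary Table S7 lists and that were found at a single position, genes with a DEG and a DMC numbered 0 in CD pregnancy against the paper's 7, and with unadjusted p for both lists there was 1 gene, still apart from the paper's number. Among the CpGs in the copy used of Supplementary Table S4, with 424 lines left out, 2 genes had both in CD pregnancy, 1 of them by CpGs covered in the 6 CD rats alone, and 0 in BN pregnancy. In BN pregnancy they numbered 0 against the paper's 6, and no alternative was run. At NP they were 20 against the paper's 35 and at P18 30 against the paper's 46, of which 15 and 16 had a DMC covered in all 12 rats and the others 1 covered in the 6 rats compared alone, and with unadjusted p for both lists, the alternative set before the data were examined, they were 27 and 34, within 1.5 times of the paper's numbers. Part of the gap at P18 comes from Bcas1, Col26a1, Fhl5, Lmo1, Oprd1 and Plekhs1, which had a DMC but no tested expression value. Genes with opposite directions of methylation and expression numbered 7 at NP against the paper's 13 and 12 at P18 against the paper's 21, with no alternative run. The paper's numbers of overlaps, 65 at NP and 89 at P18, equal the lines of Supplementary Table S7 found in each comparison, and of these lines 38 and 56 had a DMC and a DEG here, which are 30 and 54 distinct pairs of a CpG and a gene, while 4 lines at NP and 1 at P18 were not found at a single position. No alternative was run for the lines.

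The paper states that Nr1d1 fell with pregnancy in CD and rose in BN, while in BN its log2 fold change was 0.05 (adjusted p = 0.957 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.994 from DESeq2's Wald test). The paper's results call Fos lower in CD than in BN rats without naming a stage. Between strains at NP, Fos had an adjusted p of 0.139 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2's Wald test called it (0.0818). At P18, Fos was a DEG (adjusted p = 0.0137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper states that mean methylation was higher in BN-P18 than in BN-NP at several features. Over the CpGs covered in all rats the difference was 0.069 points, and it was 6.05 points over all CpGs covered in the given rat and 4.91 points as methylated reads over all reads. The paper places pregnancy as the next factor after strain in the methylome. Pregnancy accounted for 8.01% of the variance there, and 4.8% of component 2 lay between stages. A factor takes 9.09% on average if none has an effect, and less beside the strain's share of 20.7%. Whether 8.01% differs from the share of a factor without effect was not tested. Over the 3439 CpGs that were DMCs in any comparison, component 2 held 6.23% of the variance, with 41.7% of it between stages. The paper names Mt1 alone as a DEG with a promoter CpG, and its own table also annotates promoter CpGs at RT1-CE5 and Hoxc10. At P18, 1 promoter CpG of RT1-CE5 was a DMC (-14.9 points), and that of Hoxc10 was not (-11.6 points). The values that the paper's table gives for BN pregnancy, 6 of 6, were found between BN-NP and CD-NP. The paper describes acute phase signaling as lower in BN at NP, where 8 of 12 genes with values were higher in BN. Of the genes it places in both top lists, Eif2ak2 had rank 33 and Adar rank 43 in CD pregnancy, and at P18 RT1-CE7 had rank 40, LOC499235 rank 35 and Cyp2d3 rank 42.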

Other observations

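Tests of large strain differences, of DEG directions, of covered CpGs, bisulfite conversion, read sampling, podocyte genes and the values of Table S7 were chosen only after the results had been seen, and the divisions of the rats, the neighbours of DMCs, the plain ranges within groups and the BN level at CD DMCs were set beforehand.

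Each comparison of 3 rats with 3 allows 10 divisions of the 6 rats. For the DEGs, 1 of the 10 divisions, the real one, gave as many genes in each comparison, and the most that another division gave was 4 in CD pregnancy, 0 in BN pregnancy, 7 at NP and 0 at P18. That is the smallest share 10 divisions allow. For DEGs shared by both pregnancy comparisons and for those shared by both strain comparisons, 1 of 100 divisions, the real one, gave as many, and the others gave at most 1 and 0. For the DMCs between strains, 1 of 10 divisions gave as many at NP and at P18, with at most 14 and 34 in the others. For pregnancy DMCs, 2 of the 10 divisions of the CD rats and 5 of the 10 of the BN rats gave as many as the real 300 and 3, with medians of 238 and 1 in the others, so that the number of pregnancy DMCs in either strain cannot be told apart from that of a chance division.

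Of the strain DMCs with differences over 50 points, 94.7% were higher in BN over both stages, the strain of the reference genome. A C-to-T variant of CD rats against the reference would be read as an unmethylated C in CD alone and at a single CpG, which is a hypothesis. The nearest CpG on the same strand within 50 bases differed alike for 17.3% of the DMCs higher in BN at NP (289 of 1669) and 24.0% at P18 (410 of 1706), although the levels of neighbouring CpGs correlate strongly across CpGs (r = 0.971 over 330390 pairs, which are not independent). For DMCs lower in BN these shares were 71.9% (343 of 477) and 59.7% (197 of 330), which argues against such variants for that part (Fisher's exact tests between the directions, p = 8.51e-110 at NP and 3.41e-35 at P18). Among DMCs higher in BN by over 50 points, 4.30% and 5.10% had a neighbour that differed alike. Variants may thus account for part of the strain DMCs higher in BN. Genomes of these rats were not used here, so this was not tested on sequence, and a difference of methylation at single CpGs stays open.

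Outbred CD rats can carry different variants, and inbred BN rats hardly. At NP, 1412 CpGs ranged over 50 points among the 3 CD rats and 114 among the BN rats, 12.39 times as many. At P18 the numbers were 845 and 429, or 1.97 times, too close to decide because BN-P18 had lower coverage (a median of 21 reads against 28 in CD-P18). After the ranges that read sampling gives at the same coverage had been subtracted, an addition made after this second ratio was seen, 915 and 26 CpGs were left at NP and 764 and 34 at P18, ratios of 35.19 and 22.47. Of the 300 CD pregnancy DMCs, BN rats had a mean level at or above the higher CD group at 198 and at or below the lower at 18. The nearest CpG differed alike for 12.4% of the 258 with a neighbour. At 229 of the 300 DMCs the BN mean was over 70%. There, levels of single CD rats relative to this mean were under 0.1 in 396 cases, 0.35 to 0.65 in 392 and over 0.9 in 413. Only 57 and 116 cases lay in the 2 ranges between. Carrying 2, 1 or 0 copies of a variant would give such clusters. These values suggest, as a hypothesis, that variants between CD rats account for part of the CD pregnancy DMCs, as 2 of the 10 divisions of the CD rats also gave as many. An effect of pregnancy on some of these CpGs stays open.

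Mean methylation over all CpGs covered in a rat differed between groups by 4.19 to 7.40 points. Each CpG was given a fixed level, its mean over the rats that covered it. The sets of covered CpGs then gave 108.4% of this difference in CD pregnancy, 99.4% in BN pregnancy, 100.3% between strains at NP and 95.0% at P18. A CpG covered in 1 group only carries that group's own level, so part of these shares may be built in. Over the CpGs covered in all rats, the differences were -0.41, 0.069, -0.062 and 0.42 points in the same order. These values are consistent with the set of covered CpGs as the main source of these differences. Bisulfite conversion is argued against for BN pregnancy, as mitochondrial CpGs, which stand for unconverted cytosine, differed by -0.024 points (0.412 and 0.436%). Why coverage differed between the groups was not tested.

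If reads of CD rats with variants against the reference were lost in alignment, counts would be lowered in CD alone, and scaling would shift other genes by a little. Of the DEGs with a log2 fold change over 1 in absolute size, 58.6% at NP (212 of 362) and 48.4% at P18 (197 of 407) were lower in BN, and 59.0 and 45.2% with upper-quartile scaling. This argues against such variants for the DEGs lower in BN. For the DEGs higher in BN, lost reads and a difference of expression cannot be told apart, because genomes of these rats were not used here. By the paper's alignment values, 0.42% of bases mismatched the reference in CD-NP and CD-P18 rats against 0.28 and 0.29% in BN, a difference of 0.143 points at NP and 0.137 points at P18, as variants in CD would give. Uniquely mapped reads differed little in the same table, with means of 82.1 and 82.7% in CD and 83.1 and 83.0% in BN.

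In the paper's Supplementary Table S7, values of another comparison are a candidate explanation for the sheet on BN pregnancy, since all 6 of its values were found between BN-NP and CD-NP, and none between BN-P18 and BN-NP. For BN-NP against CD-NP, 65 of the 89 listed lines were found in that comparison and 24 in another only. In the paper's Supplementary Table S4, the lowest q that the paper gives for the 257 CpGs of BN pregnancy is 0.251, with 0 of them under 0.05.

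Further lists written from general knowledge had too few genes with values to be tested as sets. Podocyte genes fell in CD pregnancy for all 4 of 6 genes with values, with a median log2 fold change of -0.55, and 3 were DEGs and 4 passed when adjusted over the list alone. In BN pregnancy all 4 were lower too, with a median of -0.13, and 0 were DEGs, 0 passed adjusted over the list alone and 0 had an unadjusted p under 0.05. A lower share of glomeruli in the CD-P18 tissue than in the CD-NP tissue and a lower expression per podocyte cannot be told apart from these 4 genes. The interaction was not significant for any of the 4 at an adjusted p under 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

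Of 12 macrophage genes, 8 had values. In CD pregnancy 7 were upregulated DEGs, 7 passed adjusted over the list alone and the median log2 fold change was 0.70. In BN pregnancy 7 were higher, 3 of them DEGs, with a median of 0.33, and 5 passed adjusted over the list alone. At P18 all 8 were lower in BN, with 4 DEGs and 4 adjusted over the list alone, and at NP 5 were lower and 1 higher was a DEG, with 3 adjusted over the list alone.

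Of 18 immediate early genes, 12 were tested. All 12 were higher at P18 than at NP in BN, with 3 DEGs, 11 past adjusted over the list alone and a median log2 fold change of 0.53. In CD, 6 were higher and 6 lower, with 0 DEGs and 4 at an unadjusted p under 0.05, and 4 passed adjusted over the list alone. Between strains, 12 were higher in BN at P18 (8 DEGs, 11 adjusted over the list alone) and 9 of 12 at NP (1 DEG, 1 adjusted over the list alone). Fos and Jun are also in the acute phase list. Handling of the rats before tissue collection was not tested.

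Of 10 proximal tubule genes, 3 had values. In CD pregnancy 2 were lower, of which Slc34a1 was a DEG, and in BN pregnancy 3 were lower, of which Slc5a2 was a DEG, with 1 and 3 adjusted over the list alone. Between strains, Slc22a6 was an upregulated DEG at NP and Slc5a2 a downregulated DEG at P18, with 2 adjusted over the list alone at each stage. Of 10 medulla genes only Hsd11b2 had values, and it was a DEG between strains at NP alone (log2 fold change of -0.64).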
